# Extracellular vesicles shuttle protective messages against heat stress in bovine granulosa cells

**DOI:** 10.1038/s41598-020-72706-z

**Published:** 2020-09-25

**Authors:** Samuel Gebremedhn, Ahmed Gad, Hoda Samir Aglan, Jozef Laurincik, Radek Prochazka, Dessie Salilew-Wondim, Michael Hoelker, Karl Schellander, Dawit Tesfaye

**Keywords:** Biotechnology, Cell biology, Developmental biology, Molecular biology

## Abstract

Elevated summer temperature is reported to be the leading cause of stress in dairy and beef cows, which negatively affects various reproductive functions. Follicular cells respond to heat stress (HS) by activating the expression of heat shock family proteins (HSPs) and other antioxidants. HS is reported to negatively affect the bi-directional communication between the follicular cells and the oocyte, which is partly mediated by follicular fluid extracellular vesicles (EVs) released from surrounding cells. As carriers of bioactive molecules (DNA, RNA, protein, and lipids), the involvement of EVs in mediating the stress response in follicular cells is not fully understood. Here we used an in vitro model to decipher the cellular and EV-coupled miRNAs of bovine granulosa cells in response to HS. Moreover, the protective role of stress-related EVs against subsequent HS was assessed. For this, bovine granulosa cells from smaller follicles were cultured in vitro and after sub-confluency, cells were either kept at 37 °C or subjected to HS (42 °C). Results showed that granulosa cells exposed to HS increased the accumulation of ROS, total oxidized protein, apoptosis, and the expression of HSPs and antioxidants, while the viability of cells was reduced. Moreover, 14 and 6 miRNAs were differentially expressed in heat-stressed granulosa cells and the corresponding EVs, respectively. Supplementation of stress-related EVs in cultured granulosa cells has induced adaptive response to subsequent HS. However, this potential was not pronounced when the cells were kept under 37 °C. Taking together, EVs generated from granulosa cells exposed to HS has the potential to shuttle bioactive molecules to recipient cells and make them robust to subsequent HS.

## Introduction

Over the past decades, global climate change caused an increase in the atmospheric CO_2_ release and average daily temperature, which resulted in more frequent heat waves during the summer seasons. The increase in the ambient temperature during the summertime is the leading cause of stress in dairy production, which causes a decline in reproductive and production performances of dairy cows^1,2^. Heat stress (HS) negatively affects the fertility of dairy cows by disrupting the follicular development, ovarian functions, steroidogenesis, fertilization, early embryonic development, and the maternal recognition of the pregnancy^3–6^. Besides, exposure of cows to summer HS has a long-lasting impact and could fully recover from the induced damages after at least 2–3 estrous cycles^7^. Bovine oocytes exposed to HS during the maturation period showed impairment in the rearrangement of the microtubules and microfilaments, accompanied by damaged spindle apparatus, and significant increment in the proportion of oocytes arrested at metaphase, leading to lower fertilization rate^8,9^.

At the cellular level, mammalian cells respond to HS in various ways, including the activation of the heat shock proteins (HSPs)^10^, unfolded protein response (UPR), and oxidative stress responses^11^. Exposure of cells to HS induces the accumulation of intracellular reactive oxygen species (ROS)^12^, which in turn causes apoptosis^13^. The HSPs work as chaperons and interact with other proteins to influence the folding, trafficking, and degradation^14^. The duration of exposure to HS could determine the specific detrimental effect it poses to the cells. Chronic heats stress (long-term exposure to heat) leads to the induction of the HSPs and gradual adaptation of cells to high temperature^15^. On the other hand, acute HS (short term, sub-lethal exposure of cells to heat) causes significant damage and leads to the rapid synthesis and upregulation of the HSPs to facilitate the folding and transportation of degraded proteins^14^. The HSPs are categorized into several groups according to their molecular size and functions. Among the HSP family, the HSP70 is the major stress protein elevated in response to HS in bovine^16^ and mouse^17^ granulosa cells. Moreover, the HSP70 engages the HSP90 for its folding and degradation^18^. Elevated expression of HSP70 reduces the aromatase protein in antral follicles, which is associated with a decline in the fertility of animals exposed to HS^19^. Similarly, the GRP78 and GRP94, which are reported to be abundantly expressed in granulosa cells of antral follicles belong to the HSP family and are localized in the Endoplasmic Reticulum (ER) lumen^20^.

Bi-directional communication between the follicular cells and oocyte is required during the process of folliculogenesis^21^. There are several mechanisms of cell-to-cell communications including via hormones and cytokines, surface contact molecules^22^, and exchange of metabolites of lower molecular weight via gap junction^23^. Another mechanism of cell-to-cell communication is via membrane vesicles, which contain surface molecules and cargo of bioactive molecules. Extracellular Vesicles (EVs) are naturally occurring submicron-sized, lipid bilayer membrane-enclosed complexes released by cells into the surrounding extracellular space. According to the International Society of Extracellular Vesicles (ISEV), the EVs can be used as a generic terminology to describe heterogeneous mixtures of vesicles due to the technical difficulties to isolate and characterize a distinct subtype of vesicles^24^. EVs serve the cells either as tools to shuttle excess or unnecessary cellular constituents to maintain cellular homeostasis or mediators of intracellular communication^25^. The surface of EVs contains ligands, which acts as recognition signals direct to the receptors of target cells. EVs are loaded with bioactive molecules including DNA, RNAs, lipids, metabolites, and proteins of cytosolic and surface proteins of the originating cells^26^, and upon their uptake by recipient cells, they deliver these bioactive molecules and pose phenotypic changes^27^. EVs are present virtually in all reproductive biofluids including follicular fluid^28–30^, oviductal fluid^31^, and spent culture medium of follicular cells^32,33^. Under normal physiological conditions, follicular cells communicate to maintain the homeostasis of the follicular microenvironment, which leads to the release of a developmentally competent oocyte. Likewise, when follicular cells are exposed to environmental and metabolic stressors, intracellular communication is maintained by shuttling stress signals to neighboring cells to adjust the metabolism to the new stressful environment^34^. Oocytes exposed to HS had significantly reduced the cumulus cell expansion, cleavage rate, and percentage of the oocyte that reached the blastocysts after fertilization^35^. In the same study, it was shown that supplementation of both follicular fluid and exosomes isolated from follicular fluid reversed the damage of HS on the oocyte and improved the cleavage and blastocyst rates. Interestingly, supplementation oocytes with only exosomes derived from follicular fluid have a better impact than the supplementation of the whole follicular fluid. This signifies the fact that exosomes play a major role in carrying molecular signals with a potential role in reversing or protecting the damage incurred by HS on the oocytes.

The HSPs are among the stress signals released by cells via EVs upon exposure to HS. The HSP70 is reported to be released from cells exposed to HS and the release of the protein could not be blocked by pharmacological inhibition of the regular secretory pathways^36^. Similarly, the HSP90^37,38^ and GRP78^39^ were also detected in the extracellular space released via EVs. Granulosa cells exposed to oxidative stress release EVs enriched with the NRF2 transcription factor and its downstream antioxidants, CAT and TXN1^32^. Interestingly, in the same study, it has been revealed that EVs primed with oxidative stress could rescue cells under oxidative stress conditions and improve their viability. Similarly, EVs obtained from the follicular fluid of cows with divergent metabolic status were found to be loaded with unique miRNA molecular signatures^30^ associated with altered the epigenome profile of the accompanying oocytes^40^. Such in vivo studies cannot provide a clear picture of the effect of environmental or physiological stress in specific follicular cells. Therefore, the application of an in vitro granulosa cell culture model would enable us to investigate the effect of HS on this specific follicular cell type and their response by releasing EV-coupled molecules into extracellular space. Here we aimed to decipher the molecular contents of EVs released from bovine granulosa cells exposed to HS and evaluate the protective role of these EVs against subsequent HS.

## Results

### HS induced ROS accumulation and reduced the viability of granulosa cells

To determine the impact of heat stress, granulosa cells were incubated under HS (42 °C) and normal incubating temperature (37 °C). It was shown that exposure of granulosa cells to HS resulted in a significant increase in the accumulation of intracellular ROS compared to the control counterparts (Fig. 1A). Contrary to this, the cell viability was significantly reduced upon exposure to HS (Fig. 1B). This was further examined using the Annexin V/PI staining to determine the exact apoptosis status of cells subjected to HS. Moreover, exposure of granulosa cells to HS compromised the membrane integrity and significantly decreased the proportion of viable cells and significantly increased the proportion of early apoptotic cells compared to the cells kept under the control conditions (Fig. 1C).

**Figure 1:**
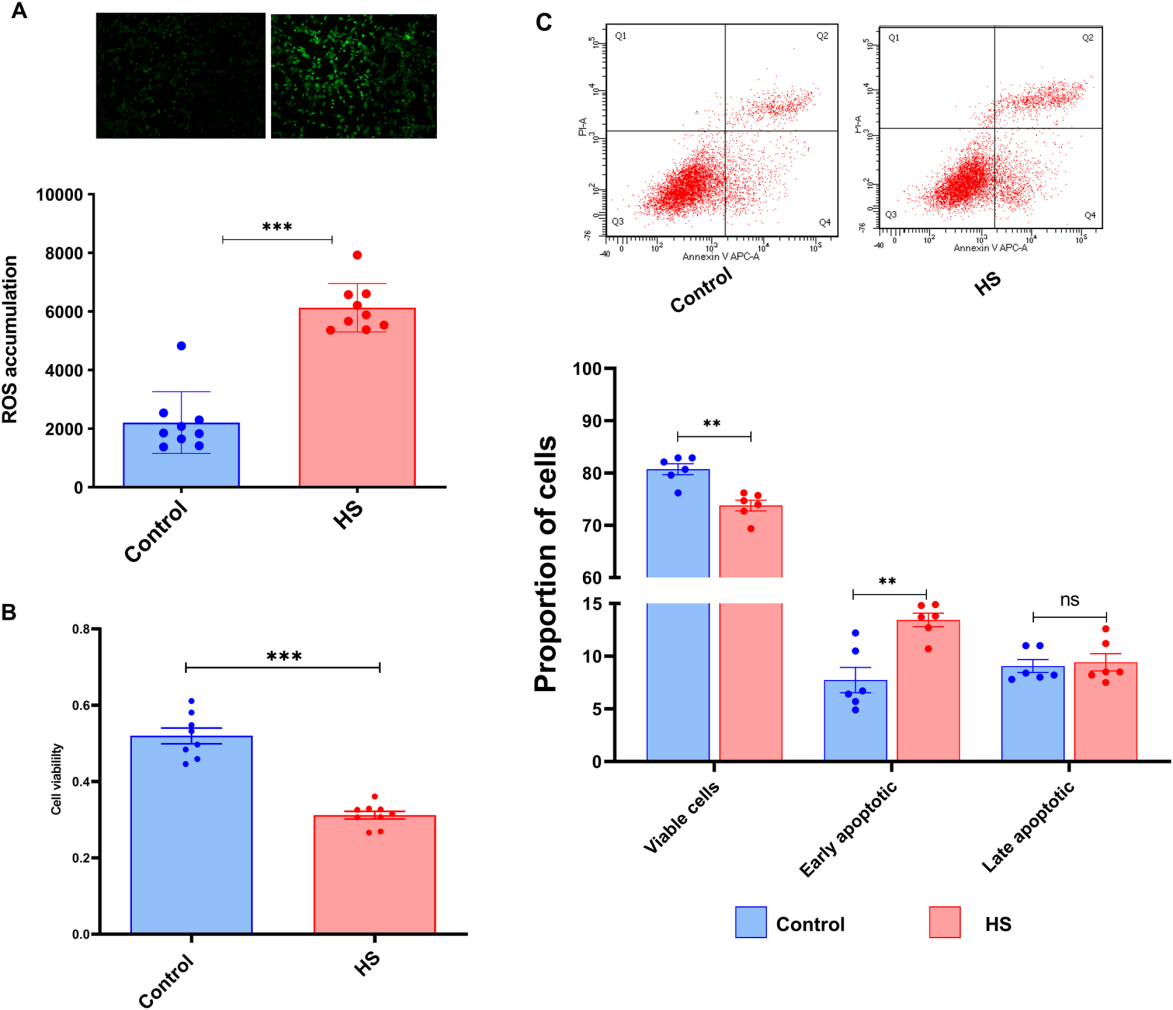
Impact of HS on bovine granulosa cells. The ROS level of bovine granulosa cells exposed to HS was analyzed using the ROS staining technique. Representative pictures are shown on the upper panels and shows a strong green fluorescence signal in granulose cells subjected to HS. The summary histogram showed significant accumulation of ROS in the HS group (**A**). The viability of granulosa cells subjected to HS was significantly reduced (**B**). Annexin V/PI staining showed a significant reduction in the proportion of live cells and the significant increment in the proportion of early apoptotic cells in the HS group. The upper panels show the distribution of cells stained for both Annexin V and PI across the different quadrants (**C**). Data are presented as mean ± SEM and the mean differences were analyzed using the Two-tail student’s *t* test. *p < 0.05; **p < 0.01; ***p < 0.001 and *ns* not significant.

### HS induced the expression of the HSPs and other stress-related transcripts in bovine granulosa cells

The impact of HS on the expression level of the HSPs mRNAs and proteins and other stress-related transcripts were evaluated. The relative mRNA abundance of HSP90 and HSP70 was significantly upregulated in response to HS compared to the cells maintained at 37 °C (Fig. 2A,B). Besides, the proteins abundances of the HSPs were also elevated in response to HS (Fig. 2C, D, and E). In addition to the elevated HSP transcripts and proteins, it was shown that granulosa cells exposed to HS had a significantly higher abundance of total oxidized proteins (Fig. 2F). To determine the impact of HS on the oxidative and ER stress response of cells, transcripts associated with oxidative stress (NRF2 and SOD1) and ER stress (GRP78 and GRP94) were examined and the expression of all the transcripts was significantly enriched in granulosa cells subjected to HS (Fig. 3).

**Figure 2:**
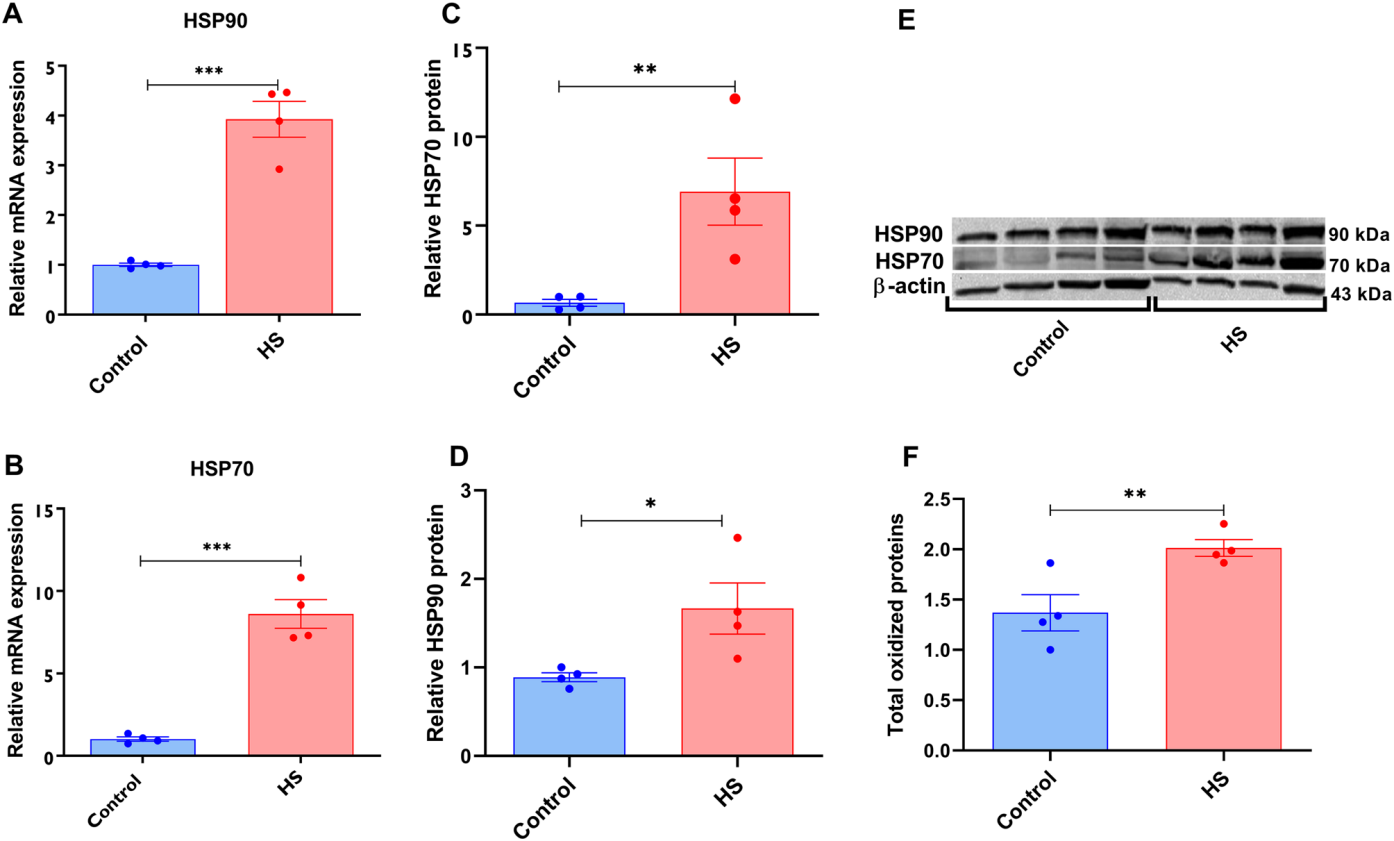
Impact of HS on the expression of HSPs and protein oxidation. The transcript and protein abundance of the HSPs using qRT-PCR and western blot, respectively. Elevated expression of the HSP90 (**A**), HSP70 (**B**) was observed in HS cells. The summary of the western blot analysis showed significant upregulation of the HSP90 (**C**) and HSP70 (**D**). The band strength of the HSP90 and HSP70 in each replicate is also indicated (**E**). The impact of HS on the amount of total oxidized protein was examined and cells exposed to HS had a significantly higher amount of oxidized proteins (**F**). Data are presented as mean ± SEM and the mean differences were analyzed using the Two-tail student’s *t* test. *p < 0.05, **p < 0.01; ***p < 0.001. Full-length blots are presented in Supplementary Figure S5.

**Figure 3:**
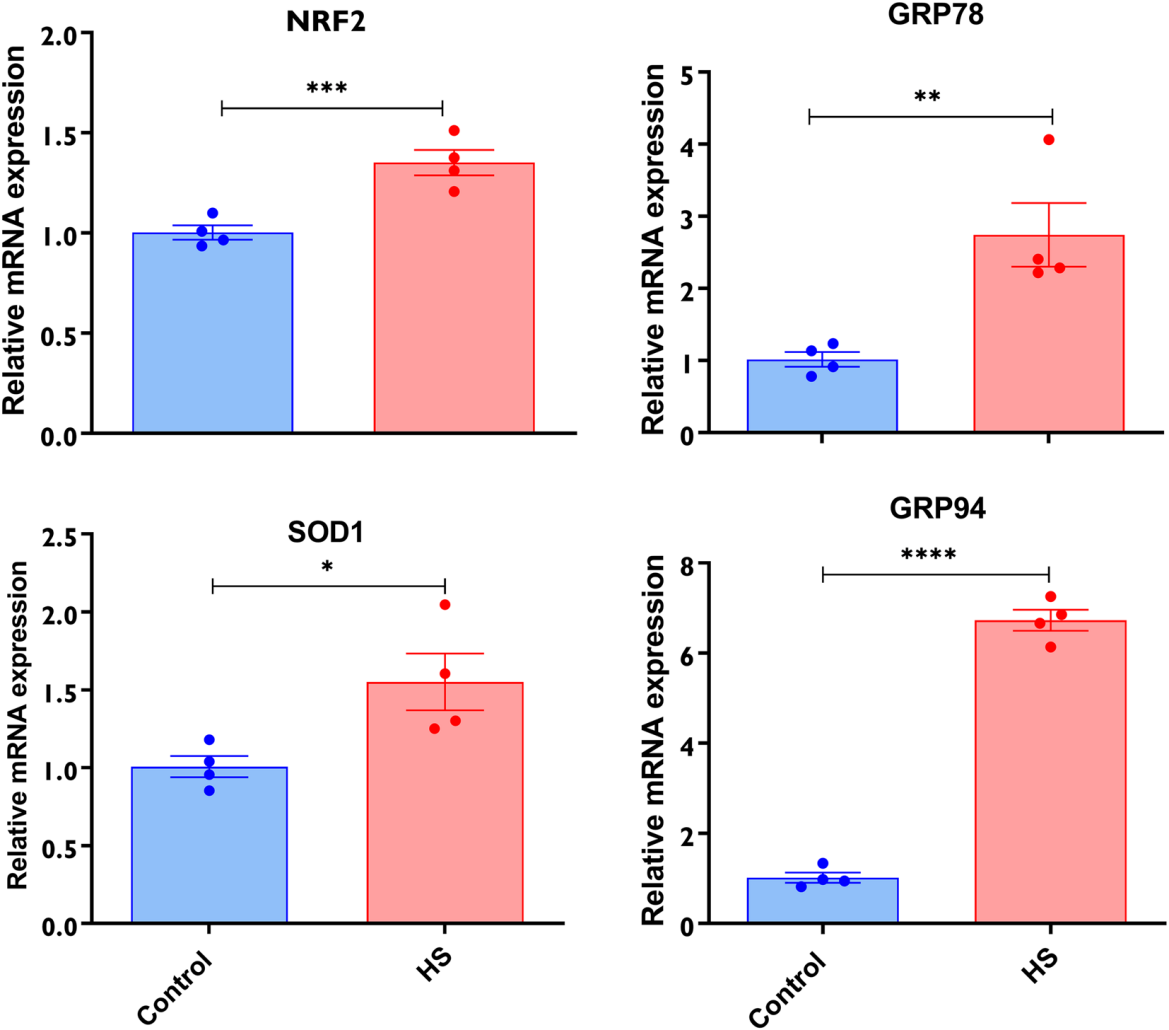
Expression of stress-associated genes in granulosa cells subjected to HS. The impact of HS on the expression of genes associated with oxidative stress (NRF2 and SOD1) and endoplasmic reticulum stress (GRP94 and GRP78) was assessed using qRT-PCR. The expression of the genes was significantly higher in HS granulosa cells. Data are presented as mean ± SEM and the mean differences were analyzed using the Two-tail student’s *t* test. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

### HS enhanced the release of EVs in bovine granulosa cells

The spent culture media of granulosa cells exposed to HS and those kept under 37 °C (Controls) were subjected to EVs isolation. Morphological and molecular characterization of the isolated EVs was performed based on the standards set by the ISEV. Assessment of the size and concentration of the EVs using the Nanoparticle Tracking Analysis (NTA) showed that the EVs released from both HS and control groups were within the range of 120–130 nm of diameter (Fig. 4A) and no measurable differences were observed in the diameter of the EVs posed due to HS (Fig. 4B). Western blotting confirmed that EVs from both HS and control groups were positive for the transmembrane protein CD63, FLOT1, and TSG101, and negative for mitochondrial protein marker CYCS (Fig. 4C), verifying the identity of the EVs and suggesting the absence of contamination of the EVs with cellular debris. There was a significantly higher number of EVs that were released from granulosa cells subjected to HS compared to those kept at 37 °C (Fig. 4D). Similarly, TEM imaging showed the presence of multiple EVs with visible bilipid membranes (Fig. 4E). In addition, the RNA size distribution according to the RNA electropherogram of RNA isolated from EVs showed the absence of 18 s and 28 s, while the picks show the presence of small RNAs in the RNA samples of the EVs (Fig. 4F), signifying the absence of cellular contamination during the EVs isolation procedure. The encapsulation and release of stress-associated transcripts via EVs were assessed using qRT-PCR and it was revealed that EVs released from granulosa cells under HS conditions (HS-EVs) contain significantly higher mRNA levels of HSP90 and SOD1. In addition, the tendency of the expression of HSP70 and GRP94 was higher in HS-EVs compared to the EVs obtained from unstressed control cells (Control-EVs) (Fig. 5). This signifies that EVs are involved in shuttling stress-associated gene transcripts in bovine granulosa cells upon exposure to HS.

**Figure 4:**
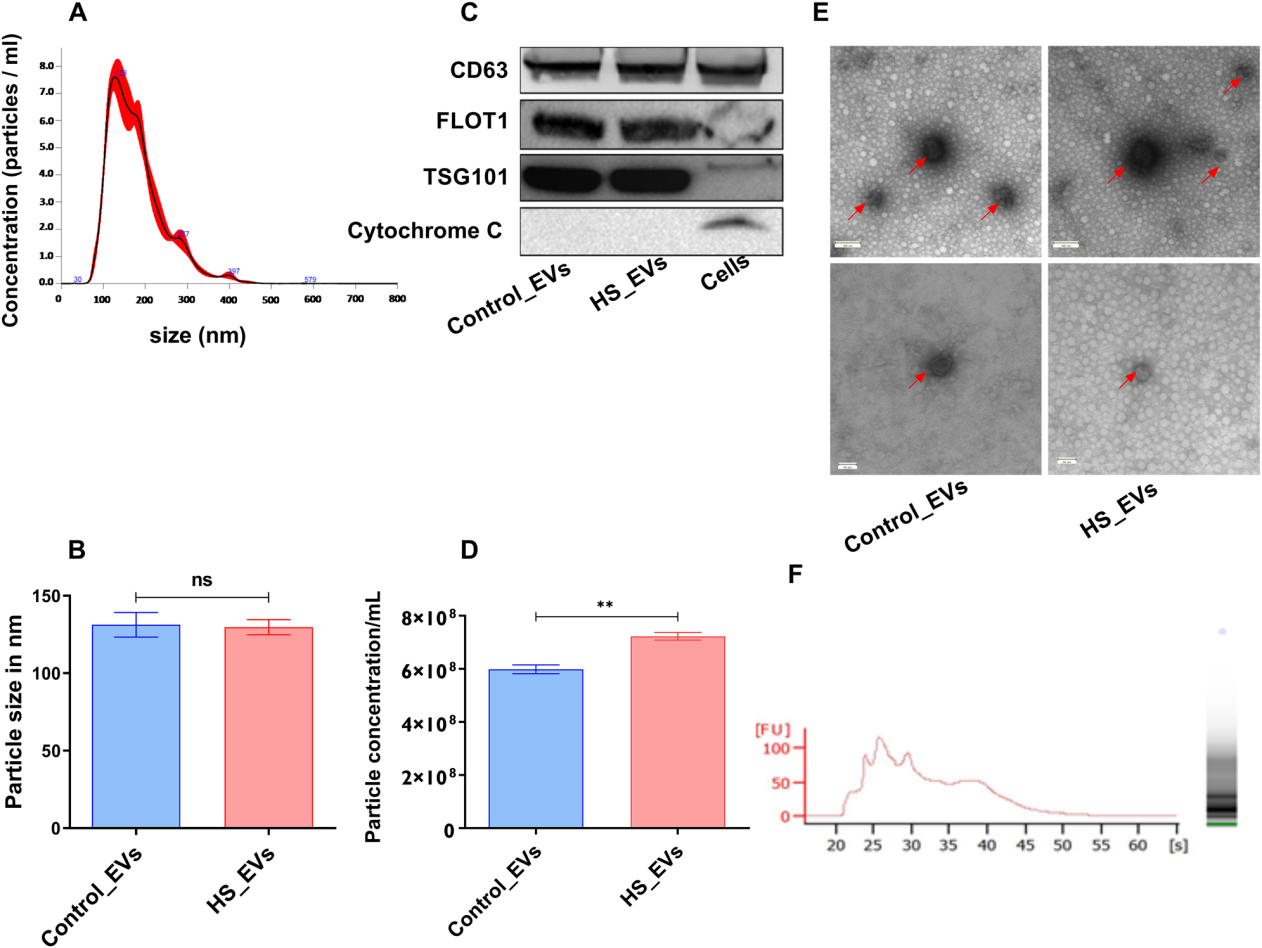
Morphological and molecular characterization of EVs: The size of the EVs isolated from the spent culture media of granulosa cells using NTA analysis and the mode size was between the range of 120–130 nm (**A**) and no significant difference was observed in the size of the EVs released from granulosa cells cultured under both temperatures (**B**). Immunoblotting analysis of EVs marker protein CD63, FLOT1, and TSG101 and cellular contamination indicator CYCS. The CD63, FLOT1, and TSG101 were detected in the EVs and the cellular protein lysates, However, the CYCS was not detected in the EVs, but detected only in the cellular protein sample lane. Full-length blots are presented in Supplementary Figure S6 (**C**). The concentration of EVs released from granulosa cells was quantified using the NTA analysis. Granulosa cells subjected to HS release significantly more EVs than the cells kept at 37 °C (**D**). Transmission electron microscope (TEM) shows a clear morphology of EVs (indicated by red arrows) from both the control and HS group. The upper panels indicate EVs with a scale bar of 100 nm and the lower bars indicate a scale bad of 50 nm (**E**). The RNA size distribution of EVs demonstrated the presence of the peak of small RNA molecules and the absence of the 18 s and 28 s cellular RNA components (**F**). Data are presented as mean ± SEM and the mean differences were analyzed using the Two-tail student’s *t* test. **p < 0.01, *ns* not significant.

**Figure 5:**
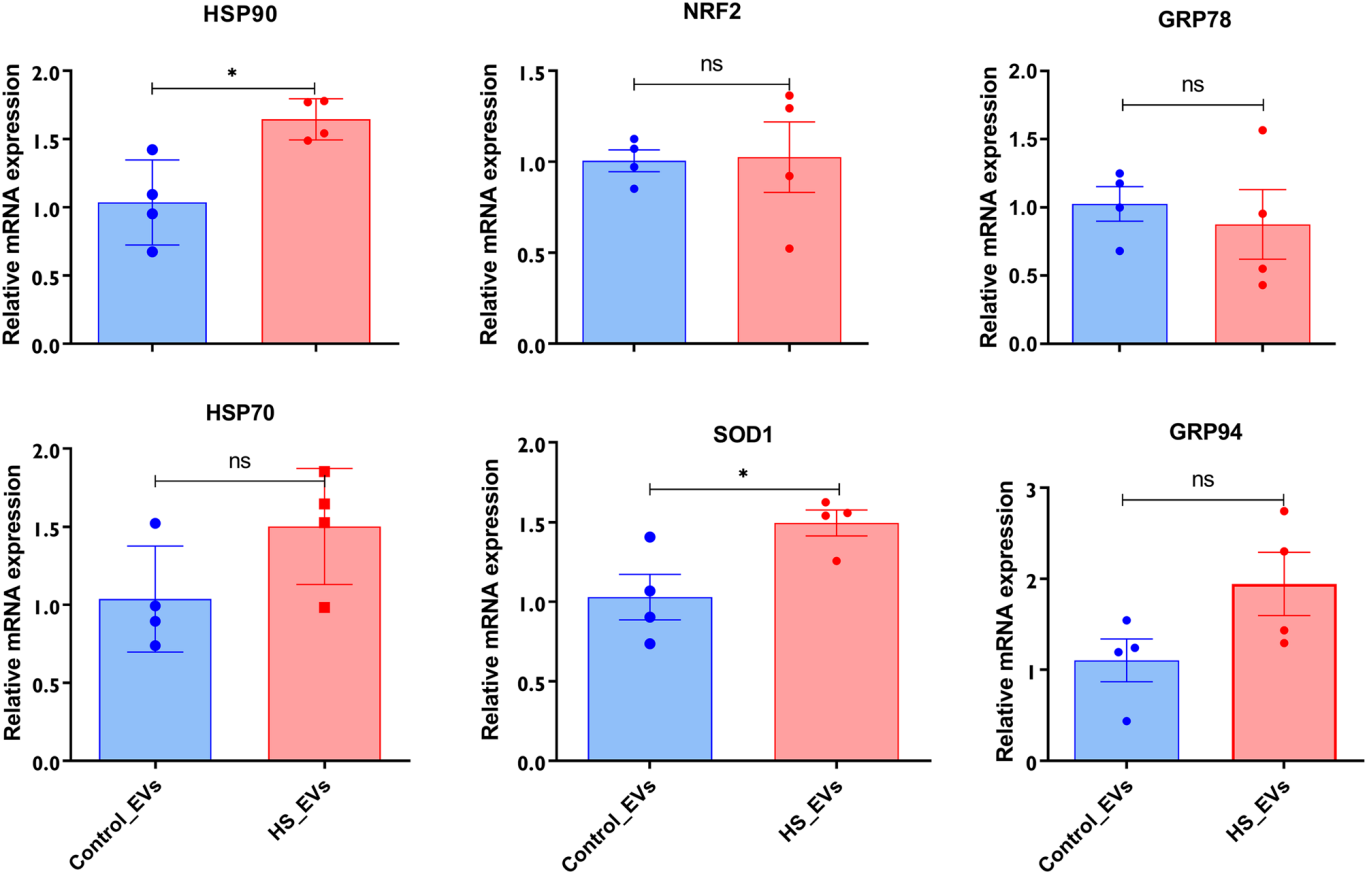
Expression of stress-associated genes in EVs released from granulosa cells subjected to HS. The impact of HS on the expression of stress-associated genes encapsulated in the EVs was assessed using qRT-PCR. The expression of the HSP90 and SOD1 were significantly enriched in HS-EVs. The expression of HSP70 and GRP94 tends to be higher in HS-EVs, but statistically not significant. There was no significant difference in the expression of NRF2 and GRP78 between the control and the HS-EVs. Data are presented as mean ± SEM and the mean differences were analyzed using the Two-tail student’s *t* test. *p < 0.05, *ns* not significant.

### Granulosa cells subjected to HS and the corresponding EVs exhibited divergent miRNAs expression profile

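Small RNA of EVs was sequenced from granulosa cell cultures kept at 37 °C (control-EVs) or exposed to 42 °C (HS-EVs) for 24 h, with 3 libraries in each group. The methods state that these EVs were precipitated from spent culture medium with ExoQuick-TC, while the legend of Supplementary Figure S1 names ultracentrifugation. The libraries carried unique molecular identifiers (UMIs), short random tags that mark each captured molecule. The paper gives an RNA input of 50 ng per library, while the labels deposited with the data give 100 ng. According to the methods, reads with the same UMI were collapsed, mapped to the bovine genome of Ensembl release 72 and then to miRBase release 22, whereas Table S2 names miRBase 20. The authors deposited normalized read counts of 512 miRNAs for each EV library, scaled by the trimmed mean of M-values (TMM). Within each library, 100% of the values were whole multiples of the smallest value above 0. Taking that value as 1 read, the reads behind the values were recovered. They summed to 498383, 587850 and 274434 reads in the control-EVs libraries (replicates 1 to 3) and to 2360980, 506670 and 558066 reads in the HS-EVs libraries. The mean total was 453556 ± 161445 reads (SD, n = 3) in control-EVs and 1141905 ± 1056062 (SD, n = 3) in HS-EVs, a difference within the spread between libraries (exact permutation test, two-sided, p = 0.4; the smallest p that 3 libraries against 3 allow is 0.1). Each of the 512 miRNAs was tested with limma on log2(normalized read count + 1), with Benjamini-Hochberg adjustment, so that a fold change understates the change of a miRNA with few reads. The choices that could change the numbers most were the scaling and the test. The granulosa cell libraries were not analysed here.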

The impact of HS on the expression of cellular and the EV-coupled miRNAs was examined by next-generation sequencing. We set a stringent criterion to determine the detection of miRNAs in which, a miRNA with an average normalized read count of 10 and above in at least two of the biological triplicates was regarded as detected. Accordingly, a total of 274 miRNAs were detected in both HS and the control granulosa cells, of which 269 were commonly expressed, while 5 miRNAs from each group were preferentially detected in each group (Supplementary Fig. S2-A). Similarly, a total of 187 and 194 miRNAs were detected in HS-EVs and control-EVs, respectively. 

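Applied to the normalized read counts of the EV libraries, the criterion asked for different numbers of reads in different libraries. A normalized count of 10 was reached with 6, 15 and 6 reads in control-EVs replicates 1, 2 and 3, and with 3, 10 and 7 reads in HS-EVs replicates 1, 2 and 3. A single read was worth 4.11 normalized counts in HS-EVs replicate 1 and 0.697 in control-EVs replicate 2. Taking 3 reads as the smallest number that can be told from 0, the floor was 12.3 normalized counts in HS-EVs replicate 1, above the criterion itself, and between 2.09 and 5.93 in the other libraries. At least 1 read was found for 338, 409 and 316 miRNAs in the control-EVs libraries and for 294, 388 and 352 miRNAs in the HS-EVs libraries.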

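With a normalized count of 10 or more in at least 2 of the 3 libraries, 188 miRNAs were detected in HS-EVs and 194 in control-EVs, of which 178 were detected in both groups. The number moved most when every library was thinned to the smallest number of reads on miRNAs other than bta-miR-1246 and 10 reads were asked for, an alternative chosen after the data were examined. The bar of 10 reads was then met by 135 miRNAs in HS-EVs and 129 in control-EVs. It was stricter than a normalized count of 10. In HS-EVs replicate 1, the library that set the number of reads, a single read was worth 4.11 normalized counts. The lower numbers thus cannot be put down to the thinning alone. With 10 or more recovered reads in place of normalized counts, 171 miRNAs were detected in HS-EVs and 175 in control-EVs.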

Of these 10 and 17 miRNAs were preferentially released in HS-EVs and control-EVs, respectively. It is worth noting, that majority of the miRNAs were commonly detected in both granulosa cells and the corresponding EVs released to the extracellular space. 

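By the same criterion, 10 miRNAs were detected only in HS-EVs and 16 only in control-EVs. All 26 of them had reads in the other group as well: the 10 detected only in HS-EVs had between 5 and 21 reads in the control-EVs library where they were most abundant. In 4 of the 26, every library of one group lay above every library of the other, namely bta-miR-374b and bta-miR-454, higher in HS-EVs, and bta-miR-323b-3p and bta-miR-381, higher in control-EVs. The last 2 were named after their values were seen. When the 6 libraries were divided into 3 and 3 in each of the 10 possible ways, 6 divisions, the real one included, gave 26 or more miRNAs detected in a single group (exact permutation test, one-sided, p = 0.6). The other divisions gave between 22 and 30. Of the 4 divisions that part all same-numbered replicates, 3 gave 26 or more.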

Principal component analysis (PCA) on the normalized expression values of the miRNAs in both granulosa cells and EVs was performed. It was shown that there was a clear separation between granulosa cells exposed to HS and cells maintained at 37 °C, and the first two principal components explained about 58.5% of the existing variances (Supplementary Fig. S2-B). Similarly, PCA on the miRNAs data of the EVs showed a clear separation between the HS-EVs and control-EVs, and the first two principal components explain 45.3% of the variations (Supplementary Fig. S2-C). 

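For the EVs, PCA was computed on the log2 normalized counts of all 512 miRNAs with a prior count of 2, centred for each miRNA. The first principal component explained 37.0% and the second 24.4% of the variance, together 61.4%. On the first component, HS-EVs replicate 1 had a score of 13.9, and the other 5 libraries lay between -6.44 and 2.96. The score was higher in HS-EVs in every same-numbered pair: 13.9 against 2.96, -3.29 against -6.44 and -1.11 against -6.03 for replicates 1 to 3. Its mean was -3.17 ± 5.31 (SD, n = 3) in control-EVs and 3.17 ± 9.37 (SD, n = 3) in HS-EVs. The mean score on the second component was -2.72 ± 5.30 (SD, n = 3) in control-EVs and 2.72 ± 6.79 (SD, n = 3) in HS-EVs. Control-EVs replicate 1 (2.96 and 3.39) lay within the range of the HS-EVs libraries on both components (-3.29 to 13.9 and -4.37 to 9.17). Control-EVs replicates 2 and 3 lay below that range on both. The difference between the groups accounted for 21.5% of the total variance, and 5 of the 10 divisions of the 6 libraries into 3 and 3 gave as large a share (exact permutation test, one-sided, p = 0.5). Of the 4 divisions that part all same-numbered replicates, 2 did so. With each miRNA scaled to unit variance, the first 2 components explained 27.0% and 24.6%.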

The sequence statistics and number of reads passed the QC parameters and mapped to the bovine genome and miRbase database are indicated in supplementary table S2.

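Most recovered reads of the EV libraries were assigned to a single miRNA, bta-miR-1246. These reads are hard to square with the totals mapped to annotated miRNAs in the paper's Table S2. In HS-EVs replicate 1, bta-miR-1246 alone had 2326839 recovered reads against a total of 431671 there. It exceeded that total in every library except control-EVs replicate 2 (352216 against 416307). The cause was not found, and the shares below are shares of the recovered reads. Whether reads assigned to bta-miR-1246 or bta-miR-2904 come from other small RNAs could not be checked. In control-EVs, bta-miR-1246 took 84.6% of the reads of replicate 1 (95% Wilson confidence interval 84.5% to 84.7%), 59.9% of replicate 2 (59.8% to 60.0%) and 73.2% of replicate 3 (73.0% to 73.4%). In HS-EVs it took 98.6% of the reads of replicate 1 (98.5% to 98.6%), 75.6% of replicate 2 (75.5% to 75.8%) and 84.5% of replicate 3 (84.4% to 84.6%). These intervals cover counting error only. The share was 72.6% ± 12.4 (SD, n = 3) in control-EVs and 86.2% ± 11.6 (SD, n = 3) in HS-EVs, with p = 0.3 for the difference when replicate numbers are ignored (exact permutation test, two-sided). Between libraries of the same replicate number, the share was higher in HS-EVs by 13.9, 15.7 and 11.3 percentage points (3 of 3 pairs; mean 13.6 ± 2.24, SD, n = 3 pairs; exact sign-flip test, two-sided, p = 0.25, the smallest that 3 pairs allow). The reads left for all other miRNAs numbered 76623, 235634 and 73569 in the control-EVs libraries and 34141, 123448 and 86705 in the HS-EVs libraries. HS-EVs replicate 1, the library with the most reads, thus had the fewest reads on other miRNAs.

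**Figure D1:**
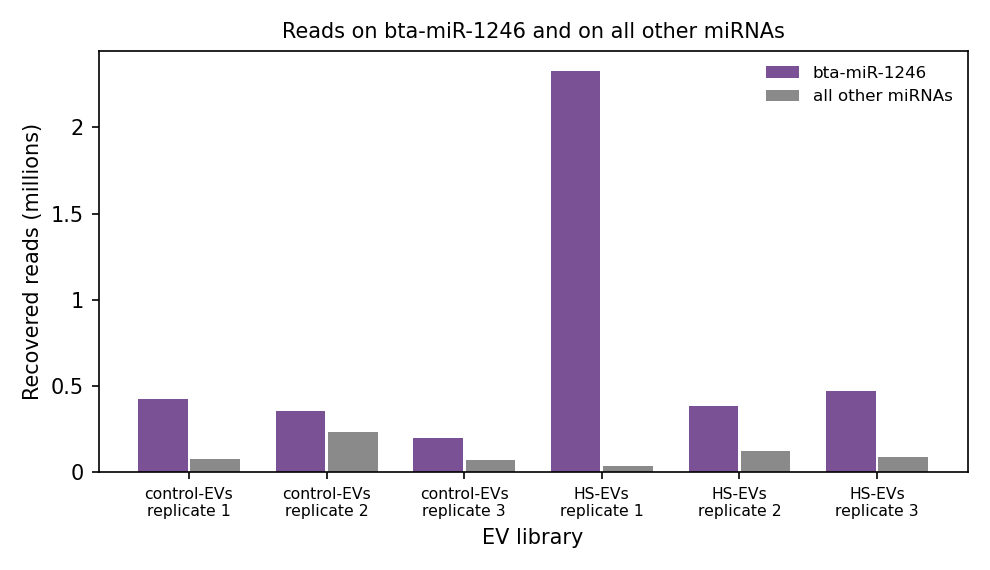
Recovered reads (linear axis) on bta-miR-1246 and on all other miRNAs together in each of the 6 EV libraries, with a pair of bars per library. HS-EVs replicate 1 has 2326839 reads on bta-miR-1246 and 34141 on all other miRNAs.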

### Granulosa cells subjected to HS displayed differential expression of the cellular and EVs-coupled miRNAs

To determine the impact of HS on the expression of miRNAs, the expression level of miRNAs was assessed in both HS and control groups. It was revealed that most of the miRNAs are equally expressed between both groups. However, 14 miRNAs were found to be differentially expressed (Padjusted value of ≤ 0.2 and Log_2_FC value of ≥|1|) between the two groups, of which 6 miRNAs (bta-miR-2449, bta-miR-11987, bta-miR-6523a, bta-miR-2448-3p, bta-miR-11980, and bta-miR-2339) were significantly upregulated and 8 other miRNAs (bta-miR-2477, bta-miR-2318, bta-miR-2344, bta-miR-6121-3p, bta-miR-6120-3p, bta-miR-2475, bta-miR-12030 and bta-miR-2447) were significantly downregulated in granulosa cells exposed to HS compared to those incubated at 37 °C (Fig. 6). The validation of the expression of miR-2344, bta-miR-6523a, and bta-miR-6120-3p using ddPCR agrees with the sequencing data (Supplementary Fig. S3-A). Similarly, EVs released from HS challenged granulosa cells are enriched with distinct sets of miRNAs. Accordingly, 5 miRNAs (bta-miR-2904, bta-miR-374a, bta-miR-1246, bta-miR-374b and bta-miR-11987) were significantly enriched (Padjusted value of ≤ 0.3 and Log_2_FC value of ≥|1|) in HS-EVs compared to the control-EVs (Fig. 7). 

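In limma's test over all 512 miRNAs, 0 miRNAs reached an adjusted p-value of 0.3 with an absolute log2 fold change of 1 or more, and the smallest adjusted p-value was 0.408. The 5 miRNAs had higher mean normalized counts in HS-EVs. For bta-miR-2904 the mean was 23.5 ± 26.8 (SD, n = 3) in control-EVs and 834 ± 1373 (SD, n = 3) in HS-EVs, a log2 fold change of 3.63 (standard error 1.57, adjusted p = 0.873 from limma). For bta-miR-1246 it was 472225 ± 272209 (SD, n = 3) in control-EVs and 3583449 ± 5179222 (SD, n = 3) in HS-EVs, a log2 fold change of 1.79 (standard error 1.02, adjusted p = 0.873 from limma). For bta-miR-11987 it was 42.8 ± 23.7 (SD, n = 3) and 259 ± 306 (SD, n = 3), a log2 fold change of 2.00 (standard error 0.80, adjusted p = 0.873 from limma). In these 3 miRNAs the SD of HS-EVs was larger than its mean, with HS-EVs replicate 1 far above the other libraries. The highest control-EVs library was exceeded by 1 HS-EVs library for bta-miR-2904 and bta-miR-1246 and by 2 for bta-miR-11987. For bta-miR-374a the mean was 12.3 ± 5.21 (SD, n = 3) in control-EVs and 40.1 ± 13.6 (SD, n = 3) in HS-EVs, a log2 fold change of 1.66 (standard error 0.52, adjusted p = 0.626 from limma). For bta-miR-374b it was 3.79 ± 1.88 (SD, n = 3) and 12.9 ± 4.21 (SD, n = 3), a log2 fold change of 1.57 (standard error 0.50, adjusted p = 0.626 from limma). All 3 HS-EVs libraries lay above all control-EVs libraries for bta-miR-374a and bta-miR-374b (exact permutation test, two-sided, p = 0.1, the smallest that this design allows), from at most 9 and 8 reads in any control-EVs library. These 2 miRNAs belong to one family, and the authors' counting could have split reads between them. The fit with the replicate number as a block also gave 0 miRNAs past the threshold, with a smallest adjusted p-value of 0.505; the deviations of same-numbered libraries from their group means correlated by 0.14, 0.14 and 0.08 for replicates 1 to 3. On the recovered reads, edgeR's likelihood ratio test called 6 miRNAs, among them 4 of the 5 (not bta-miR-374b), its exact test 4, the same 4 of the 5, its quasi-likelihood test 3 (bta-miR-2904, bta-miR-11987 and bta-miR-374a; 2 with the replicate number as a block), and DESeq2 0, with no p-value for bta-miR-1246 and bta-miR-2904. On simulated data without any change, these tests made calls in 13, 10, 7 and 8 of 20 sets (likelihood ratio, exact, quasi-likelihood, DESeq2), and limma in 6. Calls on simulated data needed an adjusted p-value of 0.3 only, without the fold change limit. A test that holds its error rate may still make calls in up to a share of 0.3 of such sets. On reads scaled by all reads, limma's log2 fold changes of bta-miR-374a and bta-miR-374b were 0.32 and 0.45, where the median of the 512 miRNAs was -0.79. Adjusted over the 5 alone, limma's p-values lay between 0.0275 and 0.111, but the 5 were chosen by the paper on these same libraries. The paper states from its own test that EVs of HS challenged granulosa cells are enriched with distinct sets of miRNAs.

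**Figure D2:**
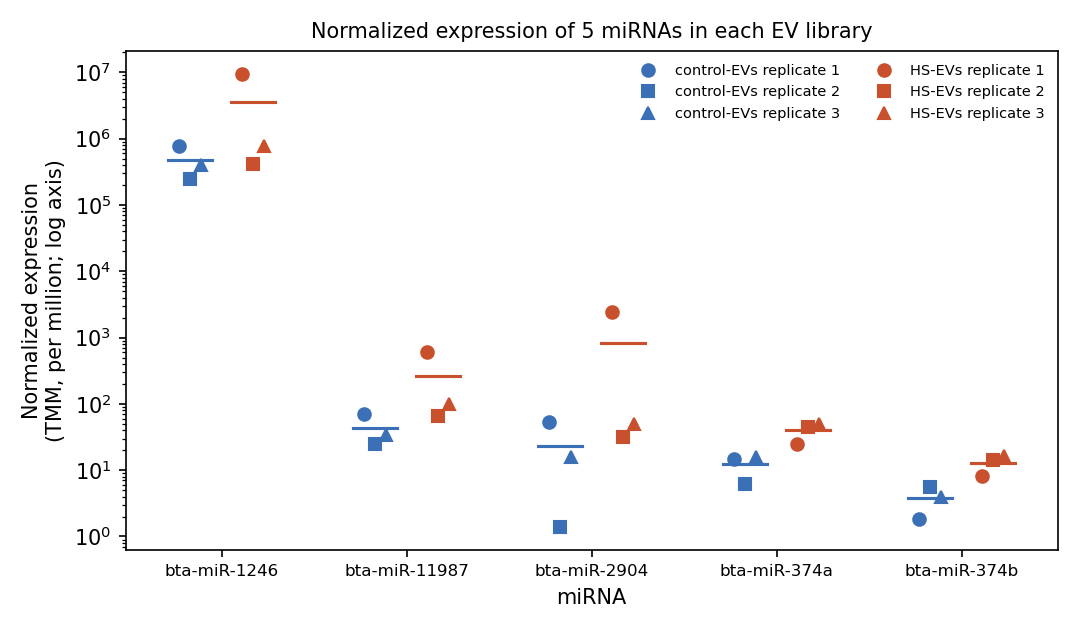
Normalized read count (TMM, log axis) of the 5 miRNAs in each EV library, with control-EVs in blue, HS-EVs in orange, a marker shape for each replicate number and a horizontal line at the mean of each group. HS-EVs replicate 1 (orange circle) sets the HS-EVs mean of bta-miR-1246, bta-miR-11987 and bta-miR-2904, and the groups do not overlap for bta-miR-374a and bta-miR-374b.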

The ddPCR validation showed that, among the tested, three differentially expressed miRNAs (bta-miR-2904, bta-miR-374a, bta-miR-1246), only the expression of bta-miR-1246 was in agreement with the sequencing result (Supplementary Fig. S3B). 

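All 20 EV miRNAs that the paper lists in Table S4, 17 higher and 3 lower in HS-EVs, changed in the listed direction in the deposited values. In limma's test 10 of the 20 had an unadjusted p-value of 0.05 or less, and 9 of the 20 had groups that did not overlap. Over all 512 miRNAs, the groups did not overlap in 33 miRNAs (6.45%). Chance alone gives 10% without ties; with the ties of these values, the 10 divisions of the libraries into 3 and 3 gave 35.7 on average (6.97%), and 6 of them, the real one included, gave 33 or more. Adjusted over the 20 alone, 20 had an adjusted p-value of 0.3 or less from limma and 1, bta-miR-500 (0.0319), of 0.05 or less. The list was, however, drawn up by the paper from these libraries. Few reads lie behind many of the 20. Fewer than 10 reads were recovered in every library for 6 of the 20 miRNAs, and in every control-EVs library for 9. In bta-miR-545-5p, bta-miR-2320-5p, bta-miR-27a-5p and bta-miR-628, no control-EVs library had more than 1 read, and the HS-EVs library with the most reads had 8, 5, 6 and 6, respectively. In bta-miR-500, at most 1 read was found in any control-EVs library and at most 3 in any HS-EVs library, too few to give a fold change. Its adjusted p-values from limma, 0.0319 over the 20 and 0.408 over all 512 miRNAs, rest on these few reads. A non-overlapping difference with more reads behind it was that of bta-miR-29b, with 37.8 ± 10.4 normalized counts (SD, n = 3) in control-EVs and 91.1 ± 24.3 (SD, n = 3) in HS-EVs. Its log2 fold change was 1.25 (standard error 0.46, adjusted p = 0.870 from limma). The 3 lower miRNAs, bta-miR-432, bta-miR-32 and bta-miR-145, had log2 fold changes of -0.94, -1.21 and -0.89, and in each of them the groups overlapped.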

A list of all differentially expressed miRNAs in granulosa cells subjected to HS and the corresponding EVs is indicated in Supplementary Tables S3 and S4.

**Figure 6:**
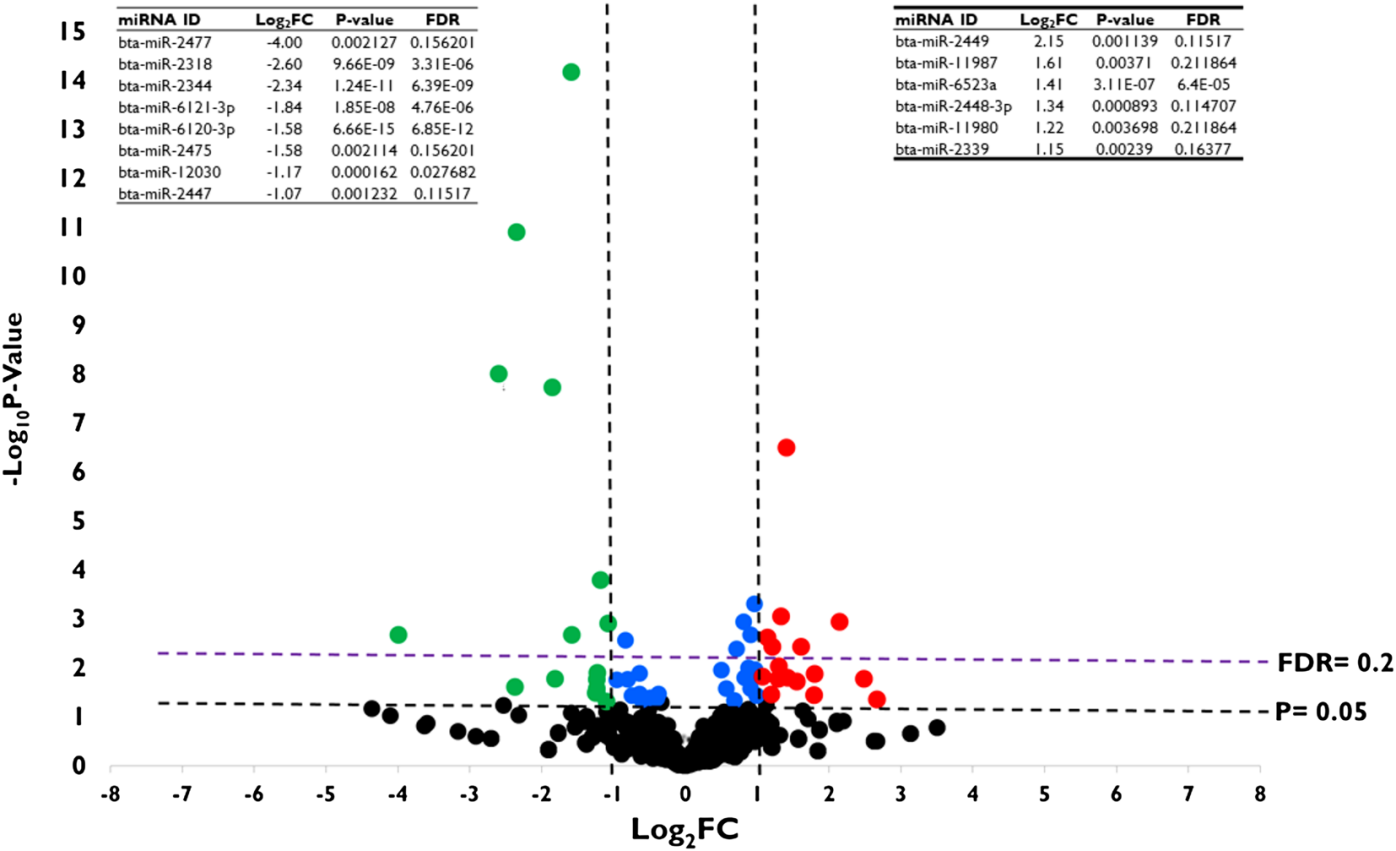
Differential expression of miRNAs in granulosa cells subjected to HS. Volcano plot displaying differentially expressed miRNAs in granulosa cells exposed to HS. Each dot displayed in the plot represents a single miRNA and miRNAs upregulated and downregulated in granulosa cells exposed to HS and are denoted with red and green dots, respectively. The blue dots represent miRNAs, which have lower fold change, but statistically significant. Statistical significance is determined at log_2_FC >|1| and FDR of 0.2.

**Figure 7:**
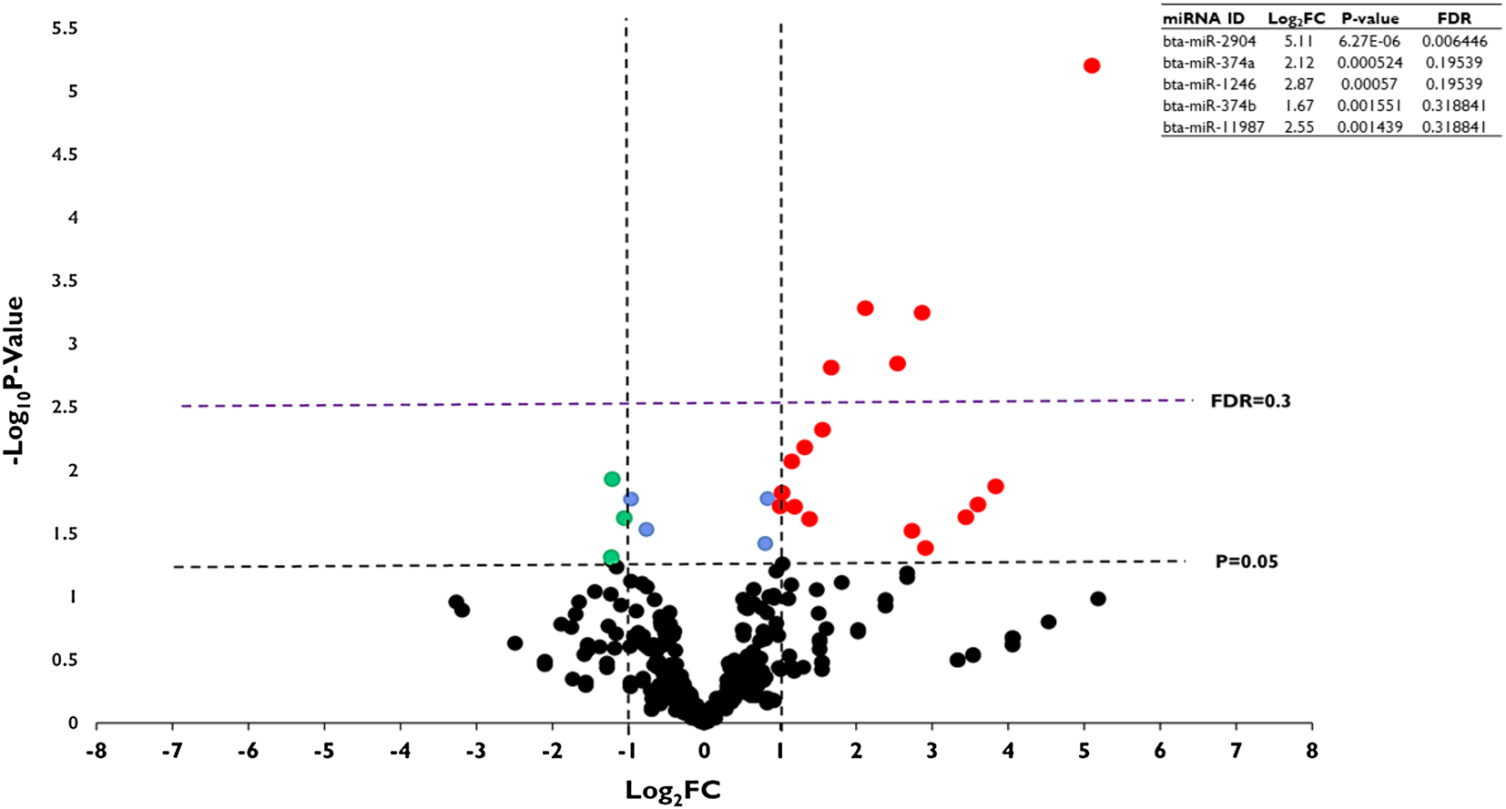
Differential expression of miRNAs in the HS-EVs. Volcano plot displaying differentially expressed miRNAs in HS-EVs. Each dot displayed in the plot represents a single miRNA and miRNAs upregulated and downregulated in HS-EVs are denoted with red and green dots, respectively. The blue dots represent miRNAs, which have lower fold change, but statistically significant. Statistical significance is determined at log_2_FC >|1| and FDR of 0.3.

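In limma's test of the EV miRNAs, 25 of 512 miRNAs had an unadjusted p-value of 0.05 or less, where chance alone gives 25.6. Of these, 24 had an absolute log2 fold change of 1 or more, 14 of them higher and 10 lower in HS-EVs, and 1 had a smaller fold change. Of the 24 miRNAs, 10 are among those of Table S4. The number depended on the test, and edgeR's quasi-likelihood test on the recovered reads gave 18 miRNAs with at least this fold change, 14 higher and 4 lower, and 11 with a smaller one. The split also depended on the scaling: of miRNAs with this fold change and an unadjusted p-value of 0.05 or less, 0 were higher and 17 lower in limma's test on reads scaled by all reads, 0 higher and 10 lower in edgeR's test with total counts, 18 higher and 8 lower in limma's test on reads scaled by the reads other than bta-miR-1246, and 5 higher and 2 lower with DESeq2.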

### In silico target gene prediction, gene ontology, and pathway analysis

Genes predicted to be targeted by the differentially expressed miRNAs in HS granulosa cells were subjected to pathway analysis and ontological classifications. A total of 3712 and 2824 genes were predicted to be targeted by the miRNAs up and down-regulated in HS granulosa cells, respectively. Among the predicted genes, 148 and 134 were commonly targeted by at least two of the up and down-regulated miRNAs, respectively. Pathway analysis on the predicted target genes revealed that the MAPK signaling pathway, Ras signaling pathway, Rap1 signaling pathway, endocytosis, regulation of actin cytoskeleton and the PI3K-AKT signaling pathways are the top pathways enriched by the predicted target genes of HS induced miRNAs in granulosa cells (Fig. 8A). The cytokine-cytokine receptor interaction, pathways in cancer, the Hippo signaling pathway, and the chemokine signaling pathway were among the most significant pathways enriched by predicted target genes of miRNAs downregulated in HS granulosa cells (Fig. 8B). Similarly, miRNAs enriched the EVs released from HS bovine granulosa cells are predicted to target a total of 1002 genes, among which 23 genes were commonly predicted to be targeted by at least two of the differentially expressed miRNAs. The pathways analysis revealed that the predicted target genes are involved in metabolism pathways (glutathione metabolism, retinol metabolism, glycerol phospholipid metabolism, cholesterol metabolism, and others), glucagon signaling pathway, AMPK signaling pathway and circadian rhythm pathway (Supplementary Fig. S4).

**Figure 8:**
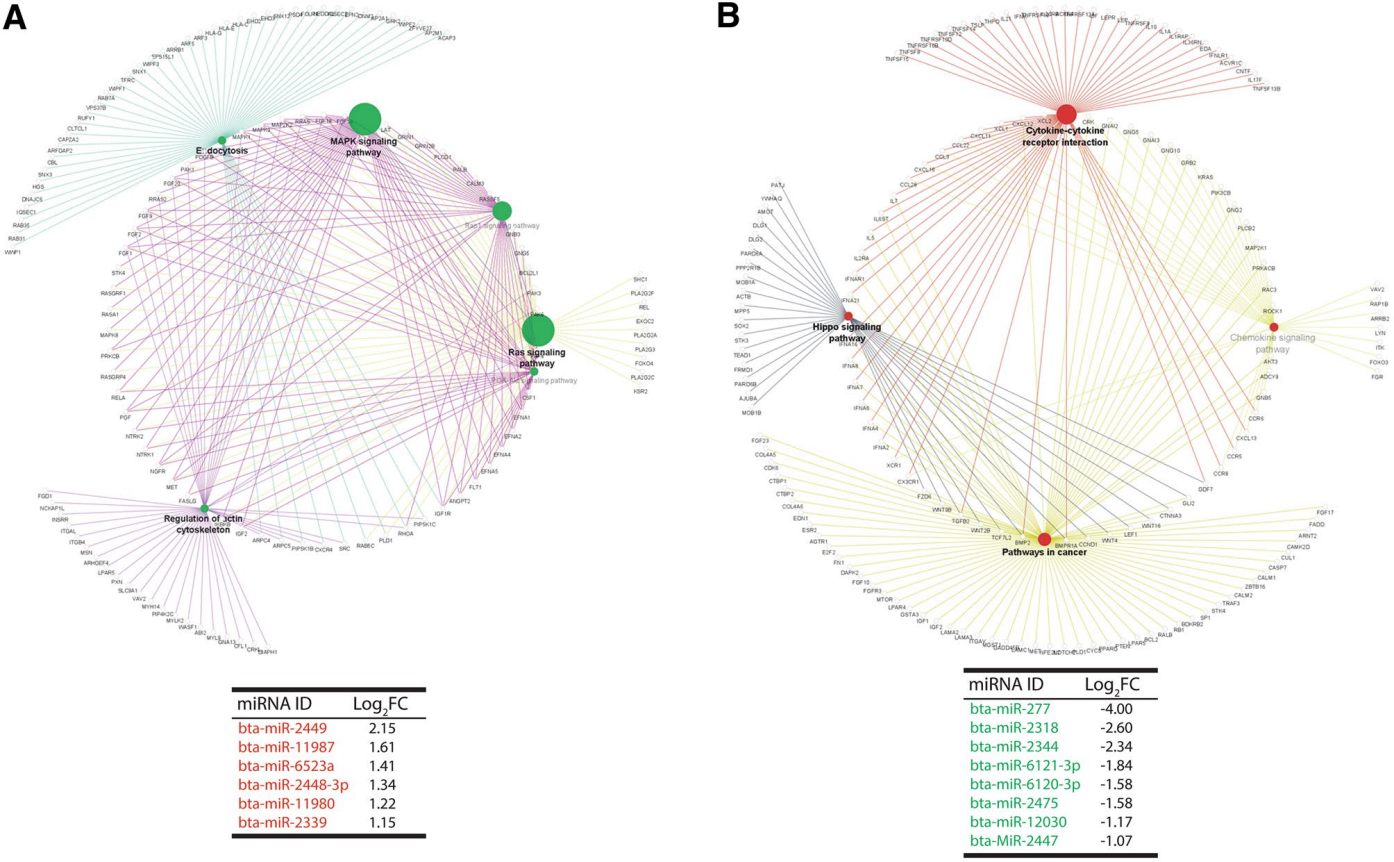
Target gene prediction and pathway analysis. Interactive networks between signaling pathways enriched by the predicted target genes miRNAs significantly upregulated (**A**) and down-regulated (**B**) in granulosa cells exposed to HS.

### Supplementation of granulosa cells with HS-EVs improved the viability and decreased the ROS accumulation

To analyze the impact of EV supplementation in delivering molecular signals that could protect cells from subsequent HS, we first examined the uptake of the in vitro supplemented EVs. For this, EVs were labeled with PKH67 membrane specific dye and co-incubated with granulosa cells. Twenty-four hours later, we examined the uptake of the labeled EVs in the cells using a confocal microscope. We were able to visualize labeled EVs in the cytoplasm of the granulosa cells and no signal of labeled EVs in the untreated control group (Fig. 9A). Granulosa cells supplemented with either the HS-EVs or Control-EVs were incubated at 37 °C for the first 24 h until sub-confluency is attained. Following this, half of the cells were subjected to HS, while the remaining were left at 37 °C and the impact of the EVs supplementation on the granulosa cells viability was examined. It was shown that granulosa cells without EVs supplementation subjected to HS have lower viability compared to those kept under 37 °C. Supplementation of either HS- or control-EVs has no measurable impact on the viability of cells when the cells were incubated under 37 °C. Interestingly, supplementation of HS-EVs improved the viability only in cells subsequently exposed to HS (Fig. 9B). This trend was consistent with the ROS accumulation assessment following EVs supplementation. It was shown that granulosa cells exposed to HS without any supplementation of EVs had a higher accumulation of intracellular ROS compared to the cells incubated at 37 °C. There were no measurable differences in the amount of ROS accumulation in granulosa cells supplemented with either HS- or control-EVs when the cells were incubated at 37 °C. However, when cells were supplemented with HS-EVs and subsequently exposed to HS, the ROS accumulation was significantly reduced compared to the cells supplemented with control-EVs (Fig. 9C).

**Figure 9:**
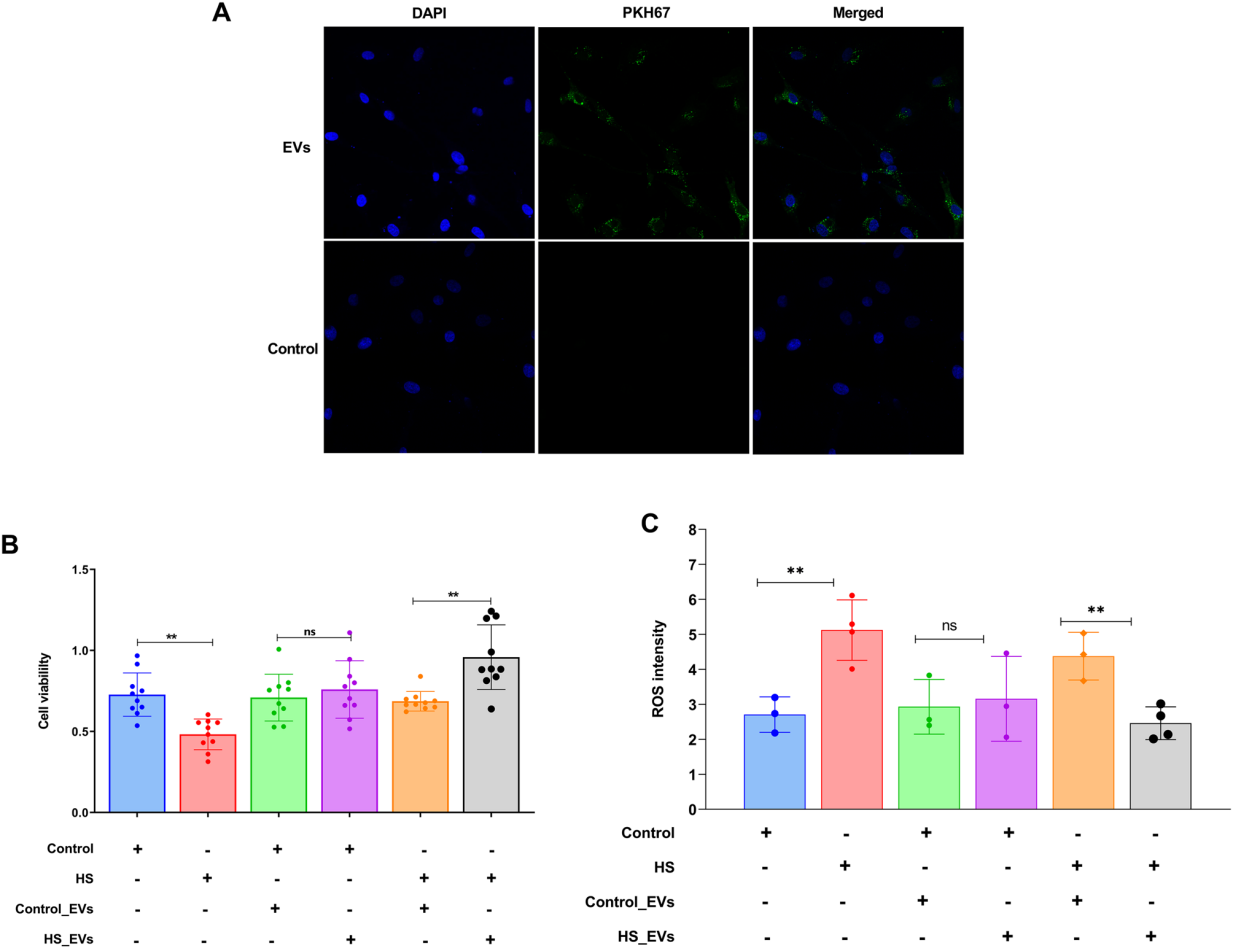
Uptake of EVs by granulosa cells under in vitro culture condition. Granulosa cells supplemented with PKH67-labelled EVs were up taken and internalized into the cytoplasm. The upper panels show cells supplemented with labeled EVs and the lower panels show cells supplemented with only PKH67 dye without EVs. The EVs are labeled in green fluorescence and the nucleus of the cells are stained in blue (DAPI) (**A**). Prior supplementation of HS-EVs to granulosa cells improved the viability upon exposure to HS (**B**) and the ROS accumulation was significantly reduced (**C**). The viability and ROS intensity data are presented as mean ± SEM and the mean differences were analyzed using the Two-tail student’s *t* test. **p < 0.01, *ns* not significant.

### Supplementation of granulosa cells with HS-EVs shuttled protective messages against subsequent HS

To determine the protective signal of EVs against subsequent HS that could be shuttled to recipient cells, granulosa cells supplemented with either HS- or control-EVs were stained with annexin V/PI. It was shown that supplementation of cells with HS-EVs and subsequent incubation at 37 °C resulted in a significant reduction in the proportion of viable cells and an increase in the proportion of early apoptotic cells compared to cells supplemented with Control-EVs cultured at 37 °C (Fig. 10A). Contrary to this, cells supplemented with HS-EVs showed a significant increase in the proportion of viable cells and a significant reduction in the proportion of early and late apoptotic cells upon subsequent exposure to HS compared to the cells supplemented with control-EVs and without EV supplementation (Fig. 10B).

**Figure 10:**
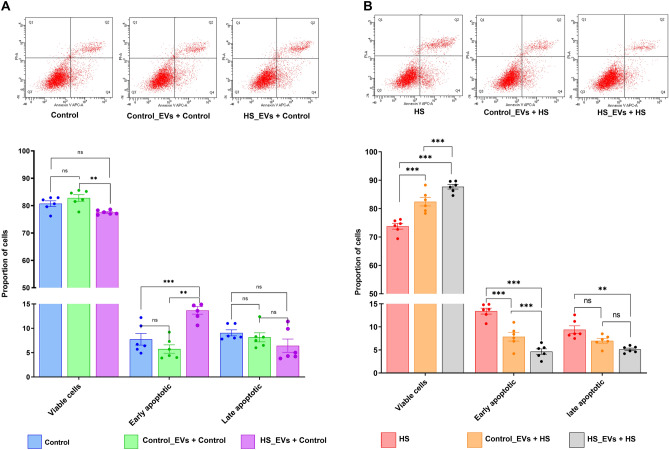
Effect of EVs supplementation on the level of granulosa cells apoptosis. Supplementation of HS-EVs showed to have deleterious effect granulosa cells by decreasing the proportion of viable cells and increasing the proportion of early apoptotic cells when the cells were cultured at 37 °C (**A**). However, supplementation of HS-EVs showed to have a beneficial effect by increasing the proportion of viable cells and decrease the proportion of early and late apoptotic cells when the cells were subsequently exposed to HS (**B**). The upper panels show the distribution of cells stained for both Annexin V and PI across the different quadrants. Data are presented as mean ± SEM and the mean differences were analyzed using one-way ANOVA followed by Bonferroni’s Multiple Comparison Test. **p < 0.01; ***p < 0.001, *ns* not significant.

### EVs supplementation altered the expression of stress-associated transcripts

After observing the protective effect of HS-EVs supplementation against subsequent HS, we examined the expression pattern of the stress-associated transcripts in granulosa cells supplemented with HS-EVs or control-EVs. Results showed that the expression pattern of HSP90, HSP70, NRF2, and SOD1 were enriched in granulosa cells supplemented with HS-EVs kept at 37 °C (Fig. 11A). Similarly, the expression of GRP78 and GRP94 tend to be higher in the same group, but not statistically significant (Fig. 11A). Contrary to this, the expression of these stress-associated transcripts was significantly downregulated in granulosa cells supplemented with HS-EVs and subsequently cultured under HS (Fig. 11B). There was no measurable difference in the expression of these transcripts between cells supplemented with control-EVs and those without EVs supplementation, irrespective of their exposure to HS.

**Figure 11:**
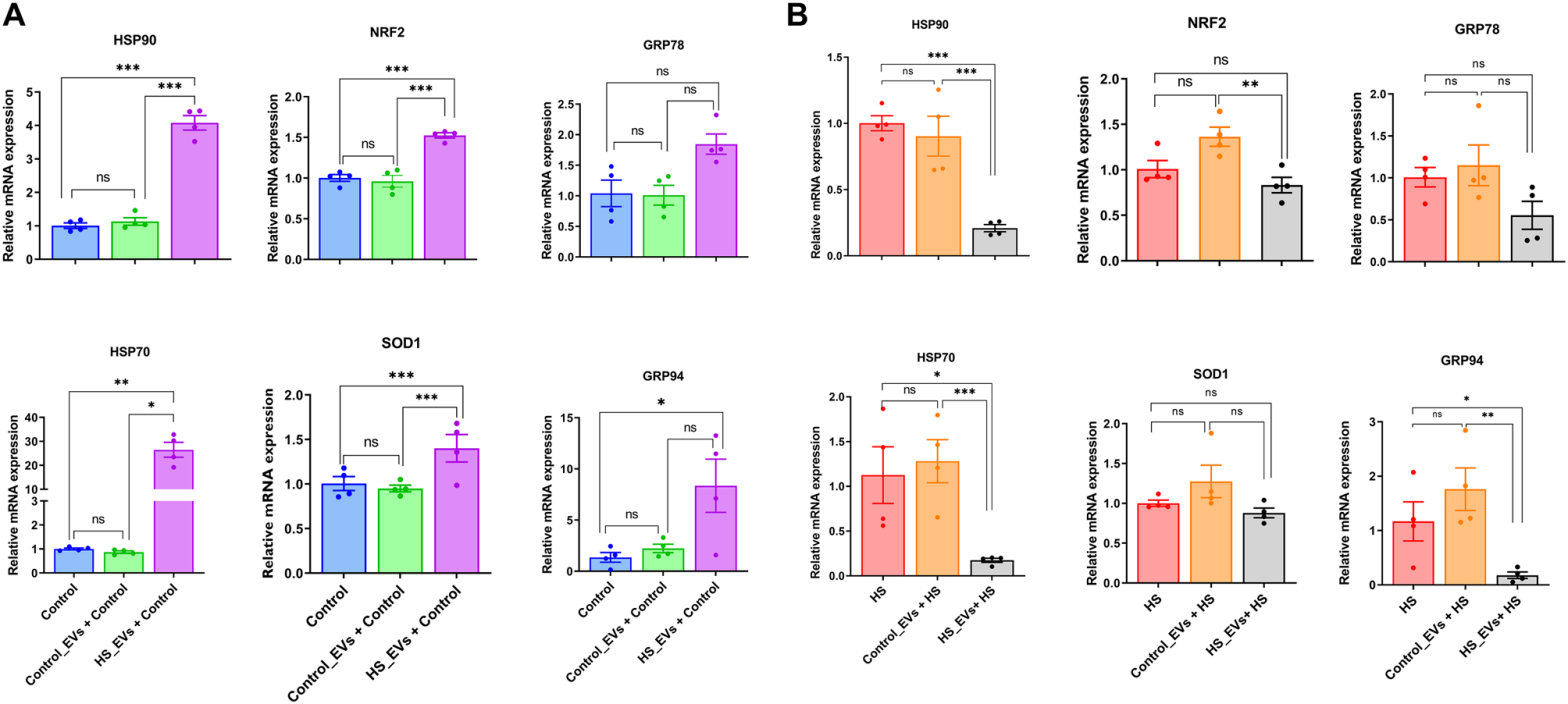
The impact of HS-EVs supplementation on the expression of stress-associated genes. The expression of the stress-associated was significantly increased in granulosa cells supplemented with HS-EVs and incubated at 37 °C (**A**) and the expression of these genes was significantly increased when the HS-EVs supplemented granulosa cells are exposed to subsequent HS (**B**). Data are presented as mean ± SEM and the mean differences were analyzed using one-way ANOVA followed by Bonferroni’s Multiple Comparison Test. *p < 0.05; **p < 0.01, ***p < 0.001, *ns* not significant.

## Discussion

The increase in the summer temperature is one of the leading causes of fertility impairment and a reduction in the performance of dairy cattle^2^. It is reported that HS affects various aspects of female fertility including ovarian function, oocyte maturation, and embryonic development^41^. The effect of HS on follicular development is associated with the reduction in the aromatase activity of granulosa cells and reduced estradiol concentration in the follicular fluid of dominant follicle^42^. In the present study, we used an in vitro granulosa cell culture model to decipher the bioactive molecular contents, mainly miRNAs and some known HS-associated transcripts, in EVs obtained from bovine granulosa in response to HS. Moreover, the protective potential of these EVs was examined by supplementation of HS-EVs in in-vitro cultured granulosa cells followed by subsequent exposure to HS.

Several studies have reported the transcriptional changes in granulosa cells in response to HS. For instance, the HSP70 HSP90, HSP60, and HSP27 were reported to increase in their synthesis in response to HS, which helps survival by maintaining the cellular hemostasis^43^. Genes involved in the stress response pathway and activation of transcription factors associated with the oxidative stress and heat shock factors (HSFs) have been reported in response to HS^44^. In agreement with this, our result showed that granulosa cells subjected to HS exhibited transcriptional activation of key genes involved in HS response (HSP70 and HSP90), oxidative stress (NRF2 and SOD1) and the endoplasmic reticulum stress (GRP78 and GRP94). Previously, we have reported that the expression of the stress-associated transcripts was significantly higher during the first 24 h post-HS exposure and was reversed at 48 h post-exposure^16^. This signifies the sharp increment of the HSPs help granulosa cells to develop adaptive response against chronic HS in an extended period. The HSP70 is one of the HSPs, which is rapidly induced in response to HS exposure^45^ and has been associated with induction of HS in mouse^17^ and porcine^46^ granulosa cells. Similarly, the elevation of HSP90 due to HS could be associated with the reduction of apoptosis by modulating the caspase signaling pathway^47^. Granulosa cells subjected to HS showed a significantly higher accumulation of ROS and increased total protein oxidation and decrease the viability. The significant accumulation of ROS, reduction of cell viability and increment in the early apoptotic cells in granulosa cells subjected to HS signifies the fact that HS induced oxidative stress in the targeted cells, as it is reported in previous studies^16,48^, that HS can activate the oxidative stress pathway and promote the generation of ROS in cells^49^. Accordingly, the negative impact of the HS-induced oxidative stress could be reversed by the supplementation of an antioxidant melatonin^50^. Moreover, the induction of oxidative stress due to HS is also reported to increase in the amount of total oxidized proteins, which could be due to the ROS-mediated cleavage of the peptide bonds or the incorporation of the carbonyl group into the protein of cells exposed to stress^51^.

Following the confirmation of the induction of HS, we examined the EVs released from granulosa cells subjected to HS. The size range distribution, the shape, the presence of the protein marker, and the RNA electropherogram of the EVs were in agreement with the typical values indicated by ISEV^52^. Interestingly, heat-stressed granulosa cells released significantly a greater number of EVs compared to the unstressed counterparts. Similar results were reported in which a large quantity of EVs was secreted from B cells and Jurka cells after exposure to HS^53,54^. The expression of the stress-related transcripts was quantified in the EVs released from stressed and unstressed cells and it was shown that HSP90 and SOD1 were significantly enriched in EVs released from stressed cells. Moreover, the expression of HSP70 and GRP94 tend to be higher in the EVs from stressed cells. Previous studies showed the enrichment of HSP90 and HSP70 in the EVs released from granulosa cells following exposure to HS^53^ and NRF2 and its downstream antioxidants, CAT and TXN1 following H_2_O_2_ treatment^32^. This signifies the fact that exposure of cells to HS not only induce the release of a large number of EVs into the extracellular space but also the release of stress-associated molecular signals as a response to elevated temperature. However, the regulatory mechanism behind the selection and loading of these specific molecules into EVs and its contribution to the cellular survival of the donor and recipient cells under HS needs further investigation.

In recent years, miRNAs have been implicated as important modifiers of gene expression and involved in wide ranges of reproductive pathophysiological conditions. Genome-wide miRNA expression profiling of granulosa cells and the corresponding released EVs showed a distinct pattern according to the treatment groups. 

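Among the 5 miRNAs of Fig. 7, bta-miR-1246 ranked 1 by mean normalized count over the 6 EV libraries, at 4729 times the mean of 429 of the next, bta-miR-2904. The rank stayed at 1 over the HS-EVs libraries alone, on summed reads and with each library left out. The ratio and the next in rank rest on HS-EVs replicate 1, where bta-miR-2904 had 2420 normalized counts. In the other libraries it had 1.39 to 53.2, and bta-miR-11987 was higher in each of them (25.1 to 99.4). Normalized counts of bta-miR-1246 were 774163, 245605 and 396906 in control-EVs replicates 1 to 3 and 9560548, 421522 and 768278 in HS-EVs replicates 1 to 3. Each HS-EVs library exceeded the control-EVs library of the same number (3 of 3 pairs), while only HS-EVs replicate 1 exceeded the highest control-EVs library (exact permutation test, two-sided, p = 0.3). With each library left out in turn, the log2 fold change lay between 0.43, without HS-EVs replicate 1, and 2.68. With the replicate number as a block, its standard error was 0.66, and its p-value from limma was 0.0332 unadjusted (0.111 without the block) and 0.739 adjusted. The deposited values give relative abundance only, not copies per EV. In the RefSeq annotation of the ARS-UCD2.0 assembly (not the assembly used by the authors), MIR1246 lies beside the pseudogene LOC112448341.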

EVs released from HS granulosa cells are enriched with bta-miR-1246, which also has the highest copy number compared to the other differentially expressed miRNAs. Previously, bta-miR-1246 was reported to be significantly upregulated in the serum of dairy cows exposed to HS and is predicted to be involved in mediating the oxidative stress and innate immunity response pathway^55^. Moreover, bta-miR-1246 was significantly upregulated in plasma of feedlot cattle exposed to high temperature and it was one of the highly enriched miRNAs in the circulation of the HS cattle^56^. In the same study, an in vitro functional analysis of miR-1246 showed its involvement in preventing apoptosis upon its overexpression by suppressing the expression of apoptosis-related genes; PCBP2 and CREBL2^56^. This implies that the bta-miR-1246 could be a promising candidate with anti-HS function in cattle that can be readily examined from the circulation. 

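bta-miR-181a had 7.82 ± 5.07 normalized counts (SD, n = 3) in control-EVs and 23.1 ± 4.04 (SD, n = 3) in HS-EVs. All 3 HS-EVs libraries lay above all control-EVs libraries (exact permutation test, two-sided, p = 0.1). The reads behind these values were 6, 15 and 1 in the control-EVs libraries and 5, 19 and 17 in the HS-EVs libraries. The log2 fold change was 1.68 (standard error 0.60, adjusted p = 0.785 from limma) and stayed between 1.02 and 2.03 with each library left out in turn. With the replicate number as a block, the adjusted p-value from limma was 0.739. On reads scaled by all reads, the log2 fold change was 0.41, where the median of the 512 miRNAs was -0.79. In the ARS-UCD2.0 annotation this miRNA has 2 genes, MIR181A-1 and MIR181A-2, and the values do not tell their products apart.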

We also showed that the expression of miR-181a tends to be higher in EVs released from HS granulosa cells (Supplementary Table S3). Similarly, the expression of bta-miR-181a was significantly higher in the serum of HS cows^55^. The bta-miR-181a is known to be involved in various cellular biological processes including cell proliferation and apoptosis^57^. The impact of bta-miR-181a in peripheral blood mononuclear cells (PBMC) subjected to HS showed that inhibiting the miRNA would reverse the HS damage and improve the viability of PBMCs in Holstein cows^58^. The involvement of miRNAs in stress response is well known and EV-coupled miRNAs are differentially expressed in response to metabolic stress^30^. This implies the fact that the mechanism by which EVs pose protective signal could be by shuttling miRNAs preferentially enriched in the EVs obtained from stressed cells. Even though both the bta-miR-1246 and bta-miR-181a are enriched in the circulation of cows exposed to HS, they showed to have an antagonistic impact upon in vitro functional analysis. It is worth noting that the composition of miRNAs in the EVs does not necessarily have the same impact in the recipient cells, when they are individually evaluated under in vitro conditions.

EVs are implicated in mediating cell-to-cell communication and their greater advantage is the fact that a large number of molecules can be encapsulated irrespective of their smaller size and volume, which exposes the recipient cells to a multitude of molecules simultaneously, making it more efficient mechanism of molecule delivery^59^. In addition to that, the heterogeneity of the bioactive molecule encapsulated in the vesicles (RNA, proteins, and lipids) could also give a synergistic effect in the delivered messages to recipient cells. The stability of the EVs is another advantage, which enables them to travel long distances without releasing the encapsulated bioactive molecules^34^. To understand the role of EVs in cell-to-cell communication in the follicular microenvironment, EVs in follicular fluid are widely studied. Considering the dynamic nature of the follicular microenvironment, EVs in the follicular fluid could be originated from various follicular cells. Tracing follicular cells specific EVs with a distinct molecular signature in response to stress is hard to elucidate under in vivo condition. Therefore, the use of an in vitro model in the present study enabled us to identify granulosa cells' specific molecular responses to direct elevated culture temperature.

To determine the protective impact of the EVs released from HS granulosa cells, we primed granulosa cells with HS-EVs and subsequently exposed them to HS. It was shown that priming cells with HS-EVs make the cells resistant to subsequent HS and improved cell viability and reduced ROS accumulation, apoptosis rate, and protein oxidation. More interestingly, the abundance of the stress-associated transcripts was reduced in cells supplemented with HS-EVs and subsequently exposed to HS. This could imply the fact that granulosa cells population subjected to HS could release EVs that might cause an adaptive response in the recipient cells when subsequently exposed to the same stress conditions. However, whether those adaptive responses are stress type-specific or can also induce protection for any other stressors is an open question, which deserves future investigation. However, when cells were primed with HS-EVs but kept under normal temperature, the EVs could pose deleterious effects. This implies that the transmission of the molecular messages within the EVs and attaining phenotypic change in the recipient cells could depend on the stress condition of the recipient cells. The protective role of EVs released from cancer cells treated with ionizing radiation^60,61^ and HS^48^ was previously reported. Cells previously primed with HS-EVs showed a significant reduction in apoptosis and DNA damage compared to the cells treated with EVs obtained from unstressed cells^48^. This could be because of the fact that HS-EVs could carry molecules that help the recipient cells to develop immunity against subsequent stress. This was further validated by chemically inhibiting the EVs uptake pathway, in which cells treated with EVs-uptake inhibitors had a lower survival rate after exposure to HS.

Taken together, the results of the present study demonstrate that exposure of bovine granulosa cells to elevated temperature caused higher accumulation of intracellular ROS, induces apoptosis, facilitated oxidation of total protein. Moreover, the expression of HSPs and transcripts associated with oxidative and endoplasmic reticulum stresses were activated. Importantly, the expression profile of cellular and EV-coupled miRNAs can distinctly separate the cells and the corresponding EVs according to the stress exposure. In addition, based on previous studies and data from the present experiment, bta-miR-1246 can be a potential cellular and extracellular indicator of HS in bovine granulosa cells. The EVs released from the HS granulosa cells have the ability to induce a protective effect against subsequent stress by reducing the amount of ROS accumulation, increasing the viability of cells, and decreasing the proportion of early apoptotic cells. Moreover, the EVs released from HS granulosa cells are enriched with known stress-associated transcripts and miRNAs, which in turn support the notion of shuttling RNA molecules to induce an adaptive response in the recipient cells. It is worth noting that the priming of granulosa cells with HS-EVs could have a positive impact to protect cells from subsequent HS and potentially against other types of environmental and physiological stressors.

## Materials and methods

### Ovarian sample collection and isolation of granulosa cells

The collection of ovarian samples and aspiration of the granulosa cells was performed according to protocols previously described in^62,63^. Briefly, ovarian samples were obtained from a local slaughterhouse and transported in a thermos flask containing warm (37 °C) physiological saline solution (0.9% NaCl). Upon arrival, ovarian samples were repeatedly washed with warm phosphate-buffered saline without Ca^2+^/Mg^2+^ (PBS^−^). Ovaries were rinsed with 70% ethanol and washed again with warm PBS^−^. Granulosa cells were aspirated as previously described in^62^, from small and healthy growing follicles (3–6 mm in diameter) using 18 gauge needle fitted to 5 ml syringe. Aspirated follicular fluid was transferred into a 15 ml tube. The cumulus-oocyte-complexes were settled at the bottom of the tube and the follicular fluid with floating granulosa cells was transferred into a new tube. Following this, tubes containing the follicular fluid and granulosa cells were centrifuged at 700×*g* for 7 min and the supernatant was removed and the cell pellet was resuspended in 500 µl RBC lysis buffer for 1 min and washed twice with Dulbecco Modified Eagle Medium (DMEM)/F-12 Ham cell culture medium. Following this, the viability of cells was assessed using the Trypan-blue exclusion approach.

### Granulosa cells culture and induction of heat stress

Granulosa cells were cultured in tissue culture-treated 24-well plate as previously described^62,63^. Briefly, 2 × 10^5^ cells per well were seeded in 600 µl of medium (DMEM/F-12 Ham supplemented with 10% exosome-depleted FBS, 1% penicillin–streptomycin (Sigma-Aldrich), and 1% fungizone (Sigma-Aldrich). Cells were incubated at 37 °C in a humidified incubator with a 5% CO_2_ atmosphere for 24 h until sub-confluency is attained. Following this, half of the plates were kept at 37 °C (control) and the other half was incubated at 42 °C [heat-stressed (HS)] for another 24 h. Following this, the spent culture media were collected for EVs isolation, and the cells were harvested using 0.25% Trypsin–EDTA (Sigma-Aldrich) for further analysis.

### Analysis of the intracellular ROS accumulation

The impact of HS on granulosa cells intracellular ROS accumulation was determined as previously discussed in^16,63^. Briefly, 1 × 10^4^ cells were seeded in 96-well plates containing 100 µl of medium. After sub-confluency, the media was discarded and cells from both control and HS groups were stained using 10 µM fluorescent probe 6-carboxy-2′,7′-dichlorodihydrofluorescein diacetate (H_2_DCFDA) (Invitrogen, USA) for 30 min at 37 °C in the dark. Cells were washed twice with PBS and images were immediately captured using Leica DM IRB inverted fluorescence microscope (Leica, Germany) using a green fluorescence filter. Images were analyzed using ImageJ software (National Institutes of Health, USA).

### Cell viability assay

The impact of HS on the viability of granulosa cells was evaluated as previously described in^63^. Briefly, 1 × 10^4^ cells were seeded in 96-well plate containing 100 µl of the medium from both the control and HS groups Following this, 10 µl of CCK-8 (Dojindo Molecular Technology, Japan) was added into each well of cells from both groups and cells were incubated for 3 h at 37 °C in 5% CO_2_ atmosphere. Following this, the optical density (OD) of the formazan dye, which is positively correlated with the number of live cells, was measured at a wavelength of 450 nm in a microplate reader (BioTek Instruments, Germany). Reading from wells with only media without cells was used as blank for background correction.

### Annexin V/propidium Iodide (PI) staining

To determine the impact of HS on the level of apoptosis of the granulosa cells and to further distinguish the live or dead cells, annexin V/PI staining was performed. Briefly, cells were combinedly stained with annexin V-APC and PI using Cell Meter APC-Annexin V Binding Apoptosis Assay Kit (Biomol, USA), according to the manufacturer’s recommendations with modifications as mentioned in^64^. Cells were analyzed with LSRFortessa Flow cytometer (BD Biosciences, USA) and data were analyzed using FACSDiva 6.1.3 software (Becton Dickinson).

### Western blotting and analysis of total oxidized protein

The impact of HS on the abundance of the HSPs was analyzed using western blot analysis. For this, whole-cell protein lysates were prepared from cultured bovine granulosa cells using 1 × passive lysis buffer (Promega, USA). Following this, 30 µg of protein were run on 10–12% gradient SDS–polyacrylamide gel (SDS-PAGE) and transferred onto a nitrocellulose membrane. Membranes were blocked using 1 × Roti-block solution (Carl Roth, Germany) for 1 h under room temperature and incubated with diluted primary antibody of anti-HSP70 goat polyclonal antibody (1:200; Santa Cruz Biotechnology, Germany), anti-HSP90 mouse monoclonal antibody (1:200; Santa Cruz Biotechnology, Germany) and anti-ß-Actin mouse monoclonal antibody (1:500; Santa Cruz Biotechnology, Germany) overnight at 4 °C. Membranes were washed with 1 × TBST solution and incubated with horseradish peroxidase (HRP) conjugated donkey anti-goat (1:5000) or goat-anti-mouse goat (1:5000) secondary antibodies (Santa Cruz Biotechnology, Germany) for 2 h at room temperature. After washing the membranes with 1 × TBST, signals were visualized with Clarity Western ECL Substrate (Bio-Rad, Germany). Images were acquired using a gel Doc XRS imaging system (Bio-Rad, Germany). The density of the protein bands was quantified using ImageJ 1.48 (National Institutes of Health, USA). The abundance of the HSPs was normalized against the abundance of the values of the ß-actin.

Similarly, the introduction of carbonyl groups (aldehydes and ketones) to protein side chains, which could be studied as a sign of oxidative stress and is also characterized by their stable and irreversible nature was analyzed. For this, Oxidized Protein Western Blot Detection Kit (ab178020) was used according to the manufacturer's instructions with minor modifications as described in^65^. Briefly, DNPH derivatization was carried out on equal amounts (5 μg) of proteins, for 10 min at room temperature. Following neutralization, the sample mixtures were separated by SDS-PAGE then transferred to nitrocellulose membranes. The nonspecific protein binding was blocked by incubation with 5% non-fat milk dissolved in PBS containing 0.1% Tween 20. Thereafter, the proteins were incubated overnight with a primary antibody (1:5000 dilution) specific for the 2,4-dinitrophenol group (DNP moiety of the proteins) and a peroxidase-labeled secondary antibody goat anti-rabbit (1:5000 dilution), appropriately diluted in blocking buffer, for 1 h each. After the blots were developed using an enhanced chemiluminescence reagent kit, the images were acquired using Gel Doc XRS + imaging system (Bio-Rad, Germany).

### Isolation of EVs from the spent cell culture medium

The spent culture media obtained from both the control and HS cells were subjected to centrifugation at 500×*g* to remove the cells followed by 4000×*g* at 4 °C to remove the cellular debris and filtered through 0.22 µm to remove larger particles (200 nm). Following that, samples were centrifuged at 25,000×*g* for 30 min at 4 °C to remove the microvesicles. The purified cell culture medium was subjected to EVs isolation using two techniques. For large scale miRNA profiling, 5 ml of purified spent culture media was added with 1 ml of ExoQuick-TC (System Biosciences, USA) and mixed very well and incubated overnight at 4 °C. Samples were centrifuged at 1500×*g* to obtain the EVs pellet. After washing the pellet with PBS, EVs were resuspended in 500 µl PBS. A 50 µl fraction of the EVs was aliquoted for molecular and morphological characterization and the remaining samples were stored in − 80 °C until further use.

For validation and co-incubation experiments, EVs were isolated using ultracentrifugation procedure as previously described in^32^. Briefly, 5 ml of purified spent culture media from both the control and HS groups were subjected to ultracentrifugation at 120,000×*g* for 70 min using the Beckman SWTi55 rotor. The EVs pellets were washed with PBS and then centrifuged at 120,000×*g* for 70 min in the same rotor type. Finally, EVs were resuspended in 500 µL of PBS and stored in − 80 °C until further analysis.

### Morphological and molecular characterization of EVs

The presence of EV specific protein (CD63) in the isolated EVs and absence of cell-specific marker protein, cytochrome C (CYCS) were verified using the immunoblotting technique as described in^28^. Briefly, 100 µL of isolated EVs were re-suspended in 50 μl 1 × RIPA buffer and kept in ice for 10 min. To extract the protein, EVs were centrifuged at 12,000×*g* for 30 min at 4 °C. An equal amount of protein (30 µg) was run in 10–12% gradient SDS-PAGE and transferred onto a nitrocellulose membrane. Membranes were then blocked with a 1 × blocking buffer (Carl-Roth, Germany) for 1 h under room temperature. Following this, membranes were incubated with anti-CD63 rabbit polyclonal (1:250 System Biosciences, USA). Anti-TSG101 rabbit polyclonal (1:250 System Biosciences, USA), Anti-Flotlliin 1 rabbit polyclonal (1:250 System Biosciences, USA) and anti-CYCS goat polyclonal (1:350 Santa Cruz Biotechnology, Germany) primary antibodies overnight at 4 °C. After washing the membranes with 1X TBST, they were incubated with a secondary antibody of either goat anti-rabbit (1:5000, Santa Cruz Biotechnology Inc, Germany) or donkey anti-goat (1:5000, Santa Cruz Biotechnology Inc, Germany) for 1 h at room temperature. The proteins bands were visualized using enhanced chemiluminescence substrate (Bio-Rad, Germany) and images were acquired using Gel Doc XRS + imaging system (Bio-Rad, Germany).

The size and concentration of isolated EVs were determined using the Nanoparticle tracking analysis (NTA). Briefly, 30 µl of purified EVs was diluted in 970 µl of PBS and assembled into the Nanosight LM10 microscope (Nanosight, Salisbury, UK) fitted with LM14C laser. For each sample, 5 independent video measurements were recorded, and video files were analyzed with NTA software version 3.2. Similarly, the morphology and size of the EVs were analyzed using a transmission electron microscope (TEM). For this, a drop of 30 µl purified EVs was placed on parafilm and the Formvar/carbon-coated grids were placed on top of the EVs drops and allowed to stand for 5 min to absorb the EVs. The grids with adherent EVs were washed in drops of ddH_2_O and fixed 30 µL of 2% uranyl acetate and examined under an electron microscope. All EV-related data of the experiments conducted on bovine granulosa cells have been submitted to the EV-TRACK knowledgebase (https://evtrack.org) under the EV-TRACK ID: EV200016^66^.

### Total RNA isolation and quality control

Total RNA enriched with miRNAs was isolated from granulosa cells and the purified EVs using miRNeasy mini kit (Qiagen, Germany) and Norgen exosomal RNA isolation kit (Norgen, Canada), respectively according to the manufacturers’ instruction. On column DNA digestion was performed to remove genomic DNA contaminants. The concentration and integrity of the isolated total RNA samples were assessed with NanoDrop 8000 spectrophotometer (NanoDrop Technologies, DE) and Agilent 2100 Bioanalyzer (Agilent Technologies, CA), respectively. Until further use, the isolated RNA samples were stored in − 80 °C.

### Quantification of stress-related genes using qRT-PCR

The relative abundance of selected stress-related genes (HSP90, HSP70, NRF2, SOD1, GRP94, and GRP78) was quantified in both granulosa cells and the corresponding EVs using qRT-PCR. For this, cDNA was synthesized by reverse transcribing from an equal amount of total RNA using the First-Strand cDNA synthesis kit (Thermo Fisher Scientific) with oligo(dT)18 primers. Primers for each gene were designed using the Primer-Blast (https://www.ncbi.nlm.nih.gov/tools/primer-blast/). Quantification of each transcript was performed in quadruplicates of 20 µl of reaction volume on the same plate containing 0.3 μl of each primer, 10 μl of 1 × SYBR Green I Master Mix (Bio-Rad), and 2 μl of cDNA template and 7.4 μl of ddH_2_O. A negative control containing 2 μl of ddH_2_O instead of cDNA was parallelly run for each transcript. The following thermocycling conditions were applied for amplification: initial denaturation at 95 °C for 3 min, followed by 40 cycles of amplification at 95 °C for 15 s, and 60 °C for 60 s. The specificity of the amplification was determined by melting curve analysis generated at the end of each run. The geometric mean of the expression of GAPDH and ß-Actin was used as an internal control to normalize the expression of genes of interest. The relative abundance of each transcript was analyzed using the comparative CT (^ΔΔ^CT) method^67^. The list of primers used is indicated in supplementary table S1.

### Library preparation and next-generation sequencing

The preparation of the miRNA library was done using the QIAseq miRNA Library Kit (Qiagen, Germany). For this, a total of 100 ng (from the granulosa cells) and 50 ng (from EVs) of total RNA were converted into miRNA NGS library. After ligating adapters with unique molecular identifiers (UMI) to the 5′ and 3′ ends of the RNAs, cDNA was synthesized using reverse transcription (RT) and during the RT reactions, unique PCR indices were added. Following that a clean-up of the cDNA was performed using the Qiabeads magnetic beads (Qiagen, Germany), and the cDNA samples were amplified (16 cycles) using the indexing forward and universal reverse primers. Following the library amplification, a clean-up of the library was performed with Qiabeads magnetic beads (Qiagen, Germany). Library quality control was performed using Bioanalyzer 2100 (Agilent). Based on the quality of the insert and concentration, libraries were pooled in equimolar ratios and pooled libraries were quantified using qPCR. Pooled libraries were sequenced on a NextSeq550 sequencing platform (Illumina, CA) according to the manufacturer instructions. On average, 14 million Single-end reads were generated per samples with a read length of 75 nt. Raw data files were de-multiplexed and the FASTQ file of each sample was generated using the bcl2fastq software (Illumina, CA).

### Sequence quality assessment and processing

The quality of the raw FASTQ files was assessed using the FASQC (0.11.7) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc). The per base and average sequence quality were thoroughly inspected and every read with an average quality score of 30 and above was of higher quality. Information about the adaptors and UMI in the raw reads was extracted using Cutadapt (1.11) (https://cutadapt.readthedocs.io/en/stable/). Adaptors attached to each read were trimmed and reads with identical UMI were collapsed into a single read. The raw FASTQ files and processed CSV files of the granulosa cells and EVs have been deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession numbers of GSE146490 and GSE146491, respectively.

### Mapping and annotation of Bovine miRNAs

Quality reads were mapped against the *Bos taurus* reference genome release 72 (https://ftp.ensemblorg.ebi.ac.uk/pub/release-72/fasta/bos_taurus/dna/) using Bowtie2 (2.2.2)^68^ and no more than one mismatch was tolerated in the first 32 bases of the sequence read. Mapped sequence reads were mapped against bovine matured and precursor miRNAs annotated in miRbase (release 22) (https://www.mirbase.org/).

### Normalization and differential expression of miRNAs

Raw miRNA expression value was normalized using the trimmed mean of M-values normalization method (TMM normalization)^69^. This normalization technique compensates for sample-specific effects caused by the variation in library size/sequencing depth between samples. Moreover, it compensates potential under- and over-sampling effects by trimming and applying scaling factors that minimize log-fold changes between samples across most of the miRNAs. 

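In the deposited EV values, the scaling factors recovered from the worth of a read were 1.09, 2.44 and 1.84 for control-EVs replicates 1 to 3 and 0.103, 1.79 and 1.10 for HS-EVs replicates 1 to 3. They equal the TMM factors that edgeR gives for the recovered reads with control-EVs replicate 1 as the reference library. The factor of 0.103 raised every value of HS-EVs replicate 1, so that its normalized counts summed to 9700827, against 409916 to 914808 in the other 5 libraries. Without these factors, on reads scaled by all reads on miRNAs, the median log2 fold change of the 512 miRNAs moved from 0.01 to -0.79, and the share of miRNAs higher in HS-EVs moved from 50.0% to 20.9%.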

Differential expression analysis was performed using TMM in the EdgeR statistical software package (Bioconductor, https://www.bioconductor.org/).

### Target gene prediction and ontological classification

Genes targeted by the differentially expressed miRNAs were identified using the TargetScan analysis tool (Release 7.2, https://www.targetscan.org/) with a threshold of cumulative weighted context ++ score ≤  − 0.2^70^. The list of predicted target genes of up- or down-regulated miRNAs were submitted to the DAVID bioinformatics web-tool (https://david.abcc.ncifcrf.gov/) for ontological classification. Significant pathways were identified from the Kyoto Encyclopaedia of Genes and Genomes (KEGG) database^71^. Interaction networks of the targeted genes and the identified pathways were constructed by Cytoscape (https://www.cytoscape.org/) and ClueGO (https://apps.cytoscape.org/apps/cluego)^72,73^.

### Validation of differentially expressed miRNAs using droplet digital PCR

To validate the expression miRNAs differentially expressed in the NGS data, a ddPCR technique was used as described in^74^. Briefly, the copy numbers of the selected differentially expressed miRNAs were quantified in EVs and granulosa cells samples using TaqMan miRNA assays (Applied Biosystems, Foster City, CA, USA) and QuantaLife QX200 droplet digital PCR (ddPCR) system (Bio-Rad Inc.) according to the manufacturer’s instructions. Briefly, 10 ng of total RNA was reverse transcribed (RT) using a TaqMan MicroRNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA, USA). The RT reaction mixtures with a total volume of 15 μl were prepared for each miRNA with 0.15 μl dNTPs (100 mM), 1.5 μl 10 × RT buffer, 0.19 μl RNase inhibitor (20 U/μl), 1 μl reverse transcriptase (50 U/μl), 3 μl miRNA-specific stem-loop primer and 10 ng of the RNA sample. The reaction mixture was incubated at 16 °C for 30 min then 42 °C for 30 min followed by 85 °C for 5 min. For miRNA quantification, 20 μl of ddPCR mixtures were prepared with 5 μl of the respective RT product, 1 μl TaqMan MicroRNA probe (FAM, 250 nM) and 10 μl ddPCR Supermix for Probes. Reaction mixtures were loaded into DG8 droplet generator cartridges with 70 μl of oil for the probes and subjected to a QuantaLife droplet generator. Droplets of each sample were carefully transferred to a 96-well PCR plate and amplified in a thermal cycler (C1000 Touch; Bio-Rad Inc.) using the following conditions: 95 °C for 10 min, 40 cycles of 94 °C for 30 s, 60 °C for 1 min, and 98 °C for 10 min. Samples were read in a QuantaLife QX200 Droplet Reader, and the absolute quantification of copy numbers of each miRNA was determined using QuantaSoft software (version 1.7). The expression of miRNAs was normalized to bta-miR-361, as it was the most stable expressed miRNA under normal and HS conditions.

### Labeling of EVs with PKH67 dye and cellular uptake

To verify the uptake of EVs by granulosa cells, 30 µl of EVs were mixed with 1 ml of diluent C containing 2 µl (2 µM) of PKH67 (Sigma-Aldrich), a green fluorescence dye that labels lipid membranes of cells^33^. The mix was left at room temperature for 10 min and the reaction was stopped by adding an equal volume of DMEM/F-12 media + 1% BSA for quenching and incubated at 37 °C for 30 min. Sterile PBS was incubated with 2 µl of PKH67 (Sigma-Aldrich) and considered as negative controls. Labeled EVs were washed twice to remove excess dye using ultracentrifugation at 120,000×*g* for 70 min using the Beckman SWTi55 rotor. Following this, granulosa cells were cultured in an 8-well chamber slide in DMEM/F-12 supplemented with 10% EVs depleted FBS and the labeled EVs. Twenty-four hours later, cells were fixed using 4% PFA and incubated at 4 °C overnight. Cells were washed twice with CMF and mounted in mounting medium containing DAPI (Dabco, Belgium). Images were captured Zeiss LSM-780 laser scanning confocal microscope (Carl Zeiss, Germany) and signals were analyzed with ImageJ 1.48v (National Institutes of Health, USA).

### Coincubation of EVs with granulosa cells and induction of heat stress

Prior to the coincubation of the HS-EVs and control-EVs with granulosa cells, a working concentration of DMEM/F-12 supplemented with either HS-EVs or control EVs was prepared as previously described in^33^. Briefly, EVs isolated from 12 ml of conditioned media were resuspended in 1.2 ml of DMEM/F-12 media. Following this, a working granulosa cell culture media composed of DMEM/F-12 + 10% exosome-depleted FBS + 1% penicillin–streptomycin (Sigma-Aldrich, Germany), and 1% fungizone (Sigma-Aldrich, Germany) + 10% of either HS-EVs or control-EVs was prepared. Granulosa cells were cultured in the prepared working media at 37 °C in a humidified incubator with 5% CO_2_ atmosphere for 24 h until sub-confluency was attained. Twenty-four hours later, half of the plates were transferred into another humidified incubator calibrated to 42 °C with 5% CO_2_ atmosphere. Following co-incubation for 24 h, cells were subjected to ROS accumulation, cell viability, annexin V/PI, gene expression, and total protein oxidation assays as described above. A schematic summary of the experimental design is illustrated in Supplementary Fig. S1A and B.

### Statistical analysis

Data were analyzed in GraphPad Prism version 8.1.0 (GraphPad, USA). Statistical difference in the mean values of the two groups was compared using the two-tailed Student’s *t* test. Moreover, Statistical differences between the mean values of more than two groups were compared using the One-way Analysis of Variance (ANOVA) followed by Bonferroni’s Multiple Comparison Test. Data are presented as Mean ± SEM of biological replicates. Statistical significance was set at *p* ≤ 0.05.

## Supplementary information

Supplementary Table S1.

Supplementary Table S2.

Supplementary Table S3.

Supplementary Table S4.

Supplementary figures.

## Data Availability

Sequence data files are available in GEO database with the accession numbers of GSE146490 and GSE146491. Similarly, All EV-related data have been submitted to the EV-TRACK knowledgebase and can be assessed under the EV-TRACK ID: EV200016.

# Supplementary material for: Extracellular vesicles shuttle protective messages against heat stress in bovine granulosa cells
**Source:** Sci Rep. 2020 Sep 25;10:15824. doi: 10.1038/s41598-020-72706-z
**Supplement:** Supplementary file 1 — Supplementary Table S1.

| **Gene name** | **Accession number** | **Primer sequences** |
| --- | --- | --- |
| HSP70 | NM_001038505.2 | F5´aatgccagttgccaatgctg-3´  R5´atcgagagttcctccaccca-3´ |
| HSP90 | NM_001012670 | F5´tcactgaggaaatgccaccc-3´  R5´atggagacagagcgctgaac-3´ |
| GRP78 | NM_001075148 | F5´tgcgaagccctatagctgac-3´  R5´agtaggtggtacccaggtcg-3 |
| GRP94 | NM_174700 | F5´tgctgtgtggagagggaatg-3´  R5´tcctgtgaccacaatcccaa-3 |
| NRF2 | NM_001011678 | F5´cccagtcttcactgctcctc-3´  R5´aggcaggaactagcgaaag-3´ |
| SOD1 | NM_174615 | F5´agaggcatgttggagacctg-3´  R5´cagcgttgccagtctttgta-3´ |
| β-ACTIN | NM_173979 | F5´tgtccaccttccagcagat-3´  R5´tcaccttcaccgttccagt-3´ |
| GAPDH | NM_001034034 | F5´aatggagccatcaccatc  R5´gtggttcacgcccatcaca |

**Supplementary Table 1**. Sequence specific primers used for RT-PCR analysis

# Supplementary material for: Extracellular vesicles shuttle protective messages against heat stress in bovine granulosa cells
**Source:** Sci Rep. 2020 Sep 25;10:15824. doi: 10.1038/s41598-020-72706-z
**Supplement:** Supplementary file 2 — Supplementary Table S2.

| Group | Sample  ID | QC passed reads | Genome- mapped reads | Genome-mapped reads  (%) | Mapped to annotated  miRNAs | Mapped  to annotated miRNAs  (%) |
| --- | --- | --- | --- | --- | --- | --- |
| Control | R1 | 15,594,302 | 7,592,640 | 48.69 | 2,222,447 | 14.25 |
|  | R2 | 14,086,548 | 3,325,583 | 23.61 | 5,437,451 | 38.60 |
|  | R3 | 11,346,591 | 2,789,442 | 24.58 | 4,083,860 | 35.99 |
| HS | R1 | 16,954,376 | 7,884,800 | 46.51 | 3,452,980 | 20.36 |
|  | R2 | 16,127,819 | 6,235,253 | 38.66 | 4,093,930 | 25.39 |
|  | R3 | 16,015,956 | 5,059,491 | 31.59 | 5,444,664 | 34.01 |
| Control_EVs | R1 | 7,271,963 | 1,621,033 | 22.29 | 161,409 | 2.22 |
|  | R2 | 5,465,926 | 964,106 | 17.64 | 416,307 | 7.62 |
|  | R3 | 3,949,622 | 792,553 | 20.07 | 153,172 | 3.88 |
| HS_EVs | R1 | 16,014,683 | 3,695,415 | 23.08 | 431,671 | 2.70 |
|  | R2 | 8,168,683 | 1,804,425 | 22.09 | 219,604 | 2.69 |
|  | R3 | 8,599,154 | 1,960,415 | 22.80 | 166,414 | 1.94 |

**Supplementary Table 2**: Summary of sequence reads alignment to bovine reference genome (UMD 3.1) and known miRNAs annotated in miRbase (miRbase_20)

# Supplementary material for: Extracellular vesicles shuttle protective messages against heat stress in bovine granulosa cells
**Source:** Sci Rep. 2020 Sep 25;10:15824. doi: 10.1038/s41598-020-72706-z
**Supplement:** Supplementary file 3 — Supplementary Table S3.

| MicroRNA ID | Log_2_FC | P-value | FDR |
| --- | --- | --- | --- |
| bta-miR-10176-5p | 2.67 | 0.044395 | 0.873387 |
| bta-miR-2285cs | 2.49 | 0.016503 | 0.495511 |
| bta-miR-2449 | 2.15 | 0.001139 | 0.11517 |
| bta-miR-2389 | 1.80 | 0.013084 | 0.495511 |
| bta-miR-2397-3p | 1.80 | 0.035635 | 0.779422 |
| bta-miR-11987 | 1.61 | 0.00371 | 0.211864 |
| bta-miR-12057 | 1.56 | 0.018934 | 0.526045 |
| bta-miR-2400 | 1.43 | 0.015873 | 0.495511 |
| bta-miR-6523a | 1.41 | 3.11E-07 | 6.4E-05 |
| bta-miR-2448-3p | 1.34 | 0.000893 | 0.114707 |
| bta-miR-2448-5p | 1.30 | 0.009248 | 0.475372 |
| bta-miR-6775 | 1.29 | 0.016652 | 0.495511 |
| bta-miR-11980 | 1.22 | 0.003698 | 0.211864 |
| bta-miR-2285bd | 1.20 | 0.034768 | 0.776995 |
| bta-miR-2339 | 1.15 | 0.00239 | 0.16377 |
| bta-miR-149-5p | 1.08 | 0.015146 | 0.495511 |
| bta-miR-2447 | -1.07 | 0.001232 | 0.11517 |
| bta-miR-504 | -1.09 | 0.048273 | 0.902265 |
| bta-miR-12030 | -1.17 | 0.000162 | 0.027682 |
| bta-miR-184 | -1.22 | 0.012691 | 0.495511 |
| bta-miR-488 | -1.23 | 0.017227 | 0.495511 |
| bta-miR-2285ak-5p | -1.23 | 0.026641 | 0.667971 |
| bta-miR-11977 | -1.23 | 0.032266 | 0.774055 |
| bta-miR-2427 | -1.24 | 0.032378 | 0.774055 |
| bta-miR-2475 | -1.58 | 0.002114 | 0.156201 |
| bta-miR-6120-3p | -1.58 | 6.66E-15 | 6.85E-12 |
| bta-miR-2284m | -1.81 | 0.016443 | 0.495511 |
| bta-miR-6121-3p | -1.84 | 1.85E-08 | 4.76E-06 |
| bta-miR-2344 | -2.34 | 1.24E-11 | 6.39E-09 |
| bta-miR-2314 | -2.37 | 0.024171 | 0.653897 |
| bta-miR-2318 | -2.59 | 9.66E-09 | 3.31E-06 |
| bta-miR-2477 | -3.99 | 0.002127 | 0.156201 |

**Supplementary Table 3:** List of differentially expressed miRNAs in granulosa cells subjected to HS

# Supplementary material for: Extracellular vesicles shuttle protective messages against heat stress in bovine granulosa cells
**Source:** Sci Rep. 2020 Sep 25;10:15824. doi: 10.1038/s41598-020-72706-z
**Supplement:** Supplementary file 4 — Supplementary Table S4.

| MicroRNA ID | Log_2_FC | P-value | Adjusted P-value |
| --- | --- | --- | --- |
| bta-miR-2904 | 5.11 | 6.27E-06 | 0.006446 |
| bta-miR-545-5p | 3.84 | 0.013413 | 0.999679 |
| bta-miR-2320-5p | 3.60 | 0.018698 | 0.999679 |
| bta-miR-27a-5p | 3.45 | 0.023492 | 0.999679 |
| bta-miR-500 | 2.92 | 0.041224 | 0.999679 |
| bta-miR-1246 | 2.87 | 0.00057 | 0.19539 |
| bta-miR-628 | 2.74 | 0.030009 | 0.999679 |
| bta-miR-11987 | 2.55 | 0.001439 | 0.318841 |
| bta-miR-374a | 2.12 | 0.000524 | 0.19539 |
| bta-miR-374b | 1.68 | 0.001551 | 0.318841 |
| bta-miR-491 | 1.56 | 0.004762 | 0.815805 |
| bta-miR-181a | 1.39 | 0.024216 | 0.999679 |
| bta-miR-29b | 1.33 | 0.006561 | 0.963591 |
| bta-miR-454 | 1.19 | 0.019381 | 0.999679 |
| bta-miR-23b-3p | 1.16 | 0.008501 | 0.999679 |
| bta-miR-150 | 1.02 | 0.015017 | 0.999679 |
| bta-miR-99b | 1.00 | 0.019184 | 0.999679 |
| bta-miR-432 | -1.05 | 0.023947 | 0.999679 |
| bta-miR-32 | -1.21 | 0.01174 | 0.999679 |
| bta-miR-145 | -1.22 | 0.048484 | 0.999679 |

**Supplementary Table 4**: List of differentially expressed miRNAs in EVs derived from granulosa cells subjected to HS

# Supplementary material for: Extracellular vesicles shuttle protective messages against heat stress in bovine granulosa cells
**Source:** Sci Rep. 2020 Sep 25;10:15824. doi: 10.1038/s41598-020-72706-z
**Supplement:** Supplementary file 5 — Supplementary figures.

# **Extracellular vesicles shuttle protective messages against heat stress in bovine granulosa cells**

Samuel Gebremedhn, Ahmed Gad, Hoda Samir Aglan, Jozef Laurincik, Radek Prochazka, Dessie Salilew-Wondim, Michael Hoelker, Karl Schellander, Dawit Tesfaye

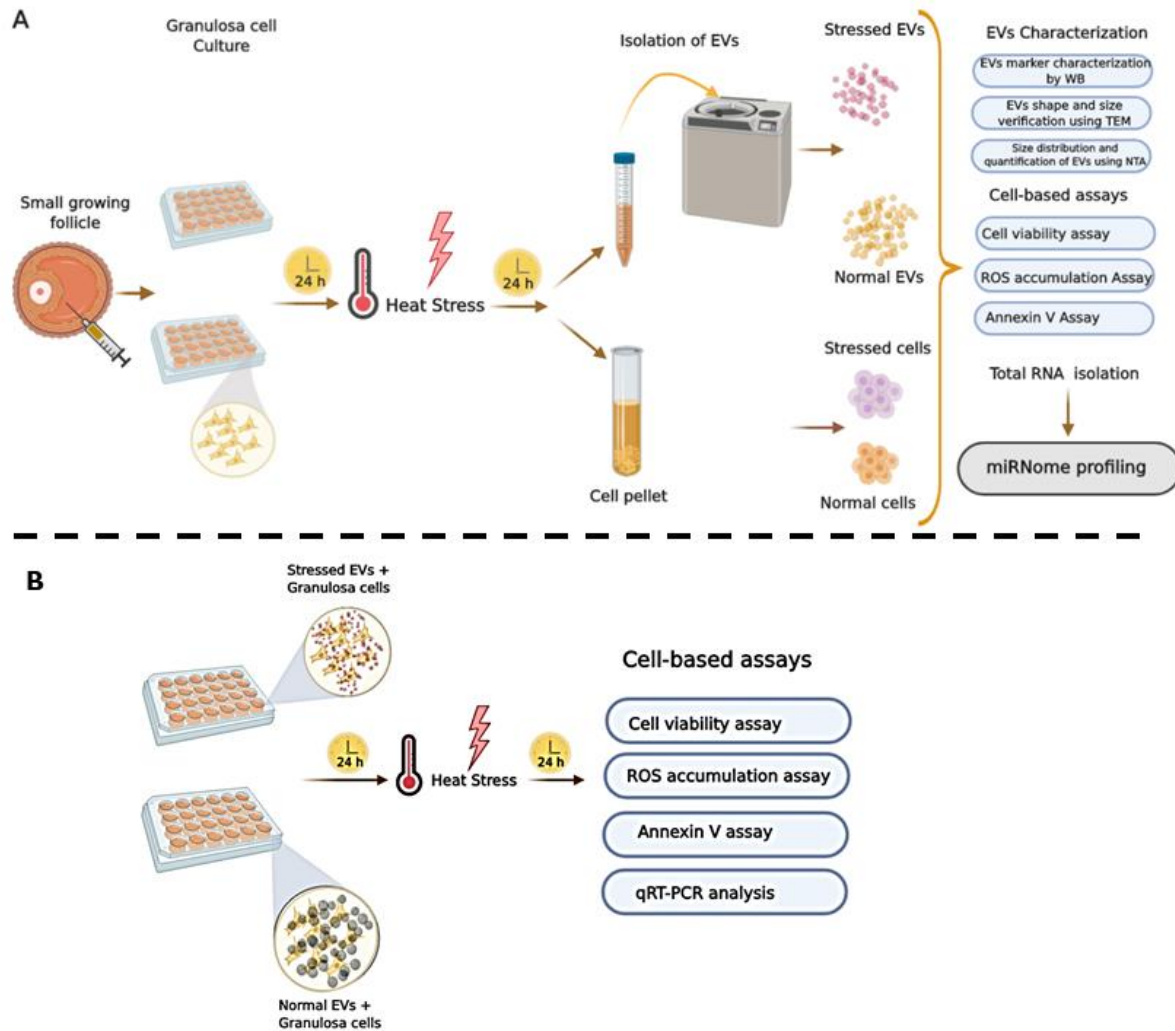

**Supplementary Figure S1: Schematic illustration of the experimental design.** Granulosa cells aspirated from small antral follicles cultured under in vitro condition were either exposed to HS or kept at 37°C. The EVs were isolated using ultracentrifugation and cells were used for various phenotypic analyses. EVs were characterized using western blotting (WB), NTA, and TEM. Total RNA isolated from both the EVs and cells were subjected to genome-wide miRNAs profiling (A). Supplementation of granulosa cells with either HS-EVs or control EVs and 24 hours later, cells were incubated under 37°C or 42°C. Following this, the impact of the EVs supplementation was assessed using cell-based assays (B)

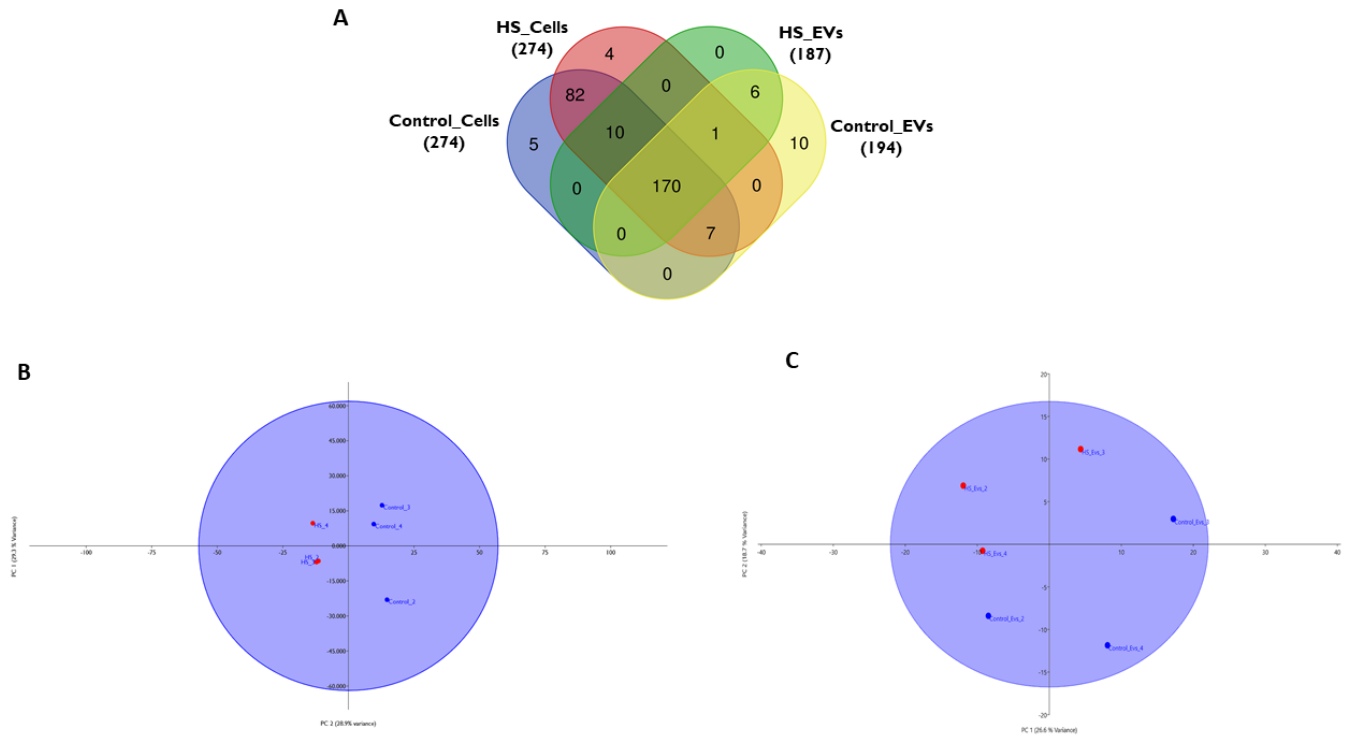

**Supplementary Figure S2: Detection of mature miRNAs in granulosa cells cultured under different temperatures and the corresponding EVs.** The number of commonly and uniquely detected miRNAs in granulosa cells and the EVs from the HS and control groups are indicated in the Venn diagram (A). Principal component analysis (PCA) in granulosa cells (B) and EVs (C) according to the expression of the miRNAs. The red dots represent the HS group and the blue dots represent the control group.

**A**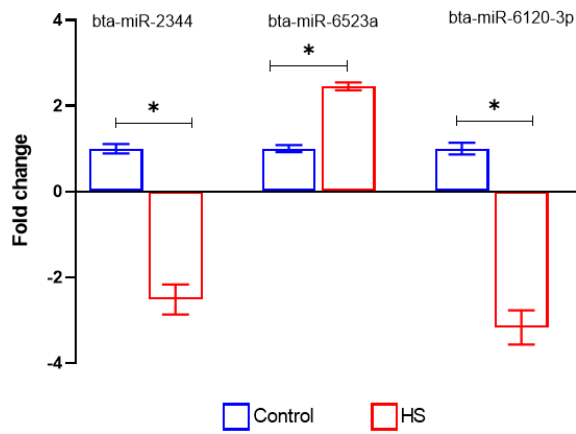**B**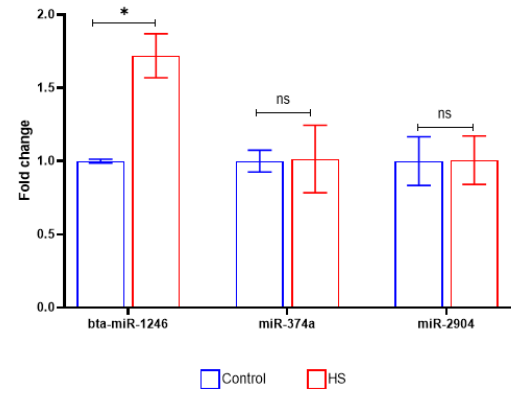

**Supplementary Figure S3: Validation of the expression of differentially expressed miRNAs.** The expression of miRNAs differentially expressed in granulosa cells (A) and EVs (B) subjected to HS was validated using droplet digital PCR (ddPCR). Data are presented as mean  $\pm$  SEM and the mean differences were analyzed using the Two-tail student's t-test. \*\*:  $p < 0.01$ , ns: not significant.

## Metabolism Pathways

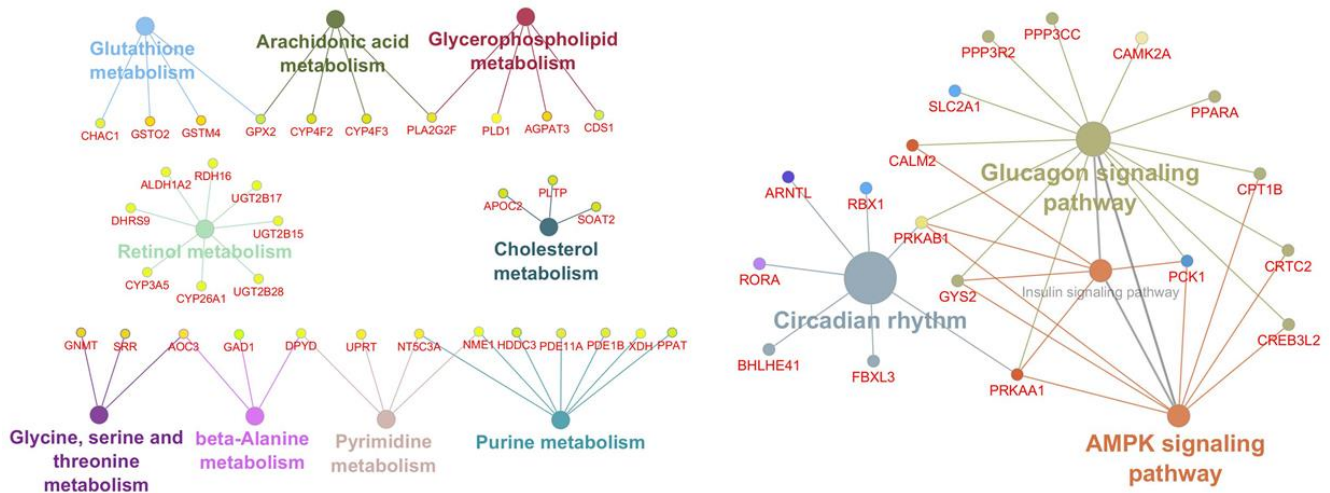

**Supplementary Figure S4: Interaction networking between pathways.** Signaling and metabolism pathways enriched by the predicted target genes of miRNAs, which were differentially expressed in EVs obtained from granulosa cells exposed to HS.

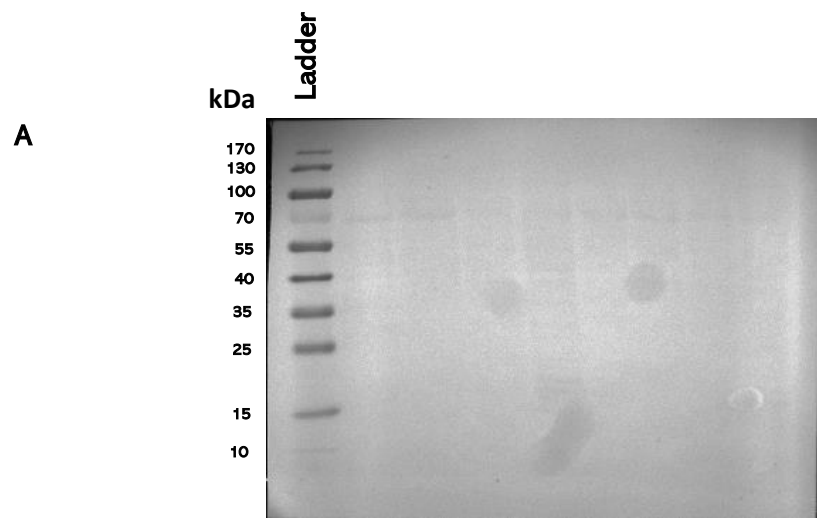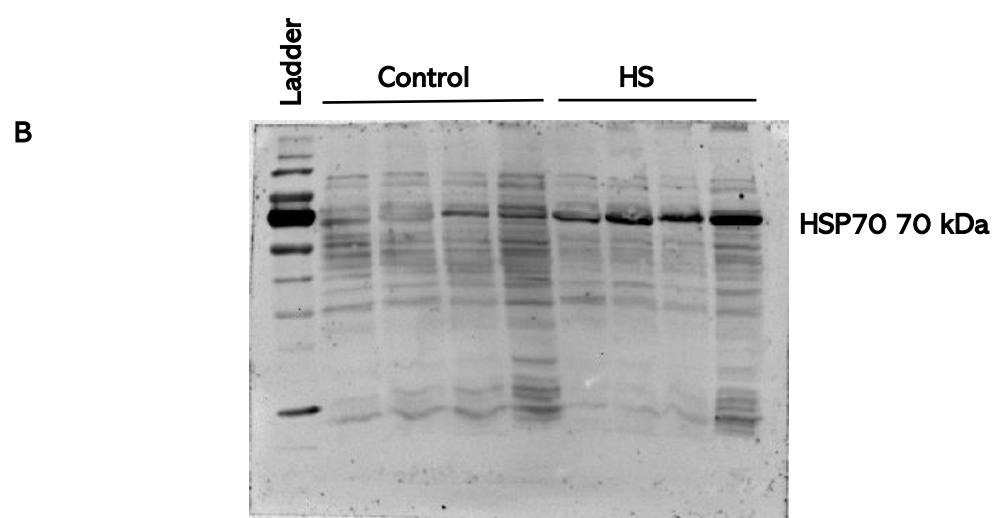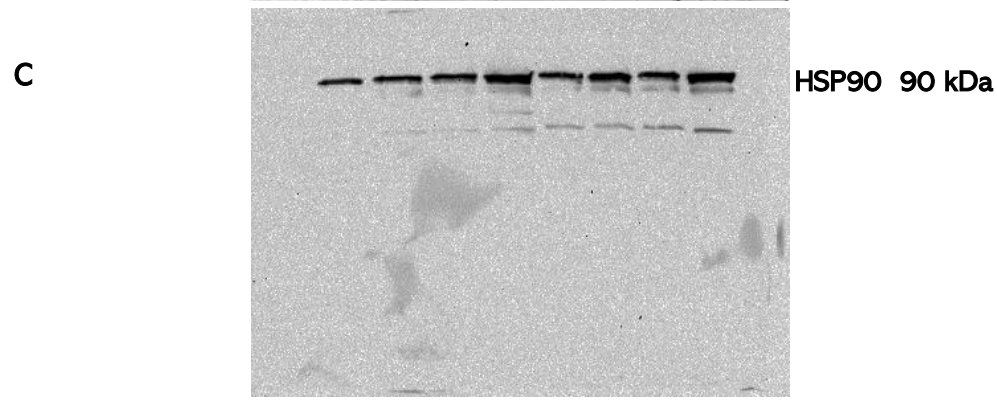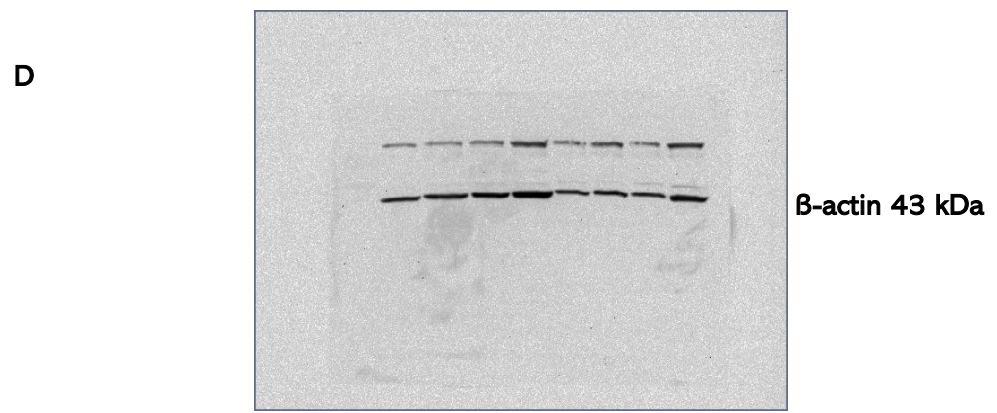

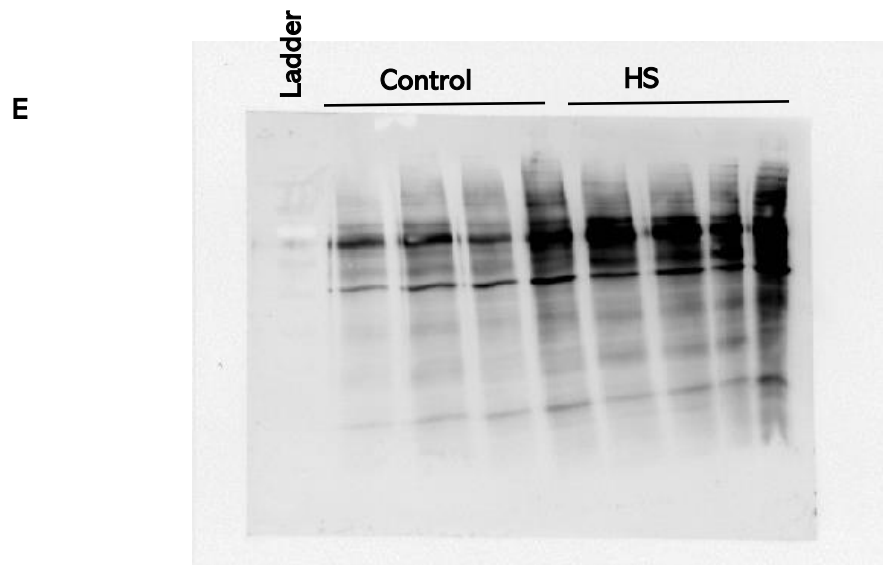

**Supplementary Figure S5: Western blot analysis of HSPs and the total oxidized proteins in granulosa cells subjected to HS. (A)** Molecular size ladder used with the corresponding sizes. **(B)** Full blot image of HSP70 in granulosa cells subjected to heat stress. **(C)** Full blot image of HSP90 in granulosa cells subjected to heat stress. **(D)** Full blot image of  $\beta$ -Actin in granulosa cells subjected to heat stress. **(E)** Full bot image of the total oxidized proteins in granulosa cells subjected to heat stress. The 4 left lanes adjacent to the ladder represent the quadruplicates of the control group and the last 4 right lanes represent the quadruplicates of the HS group.

**A**

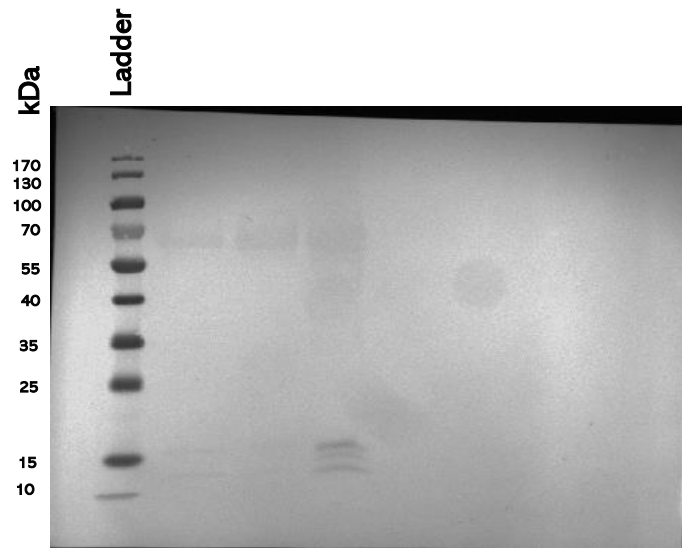

**B**

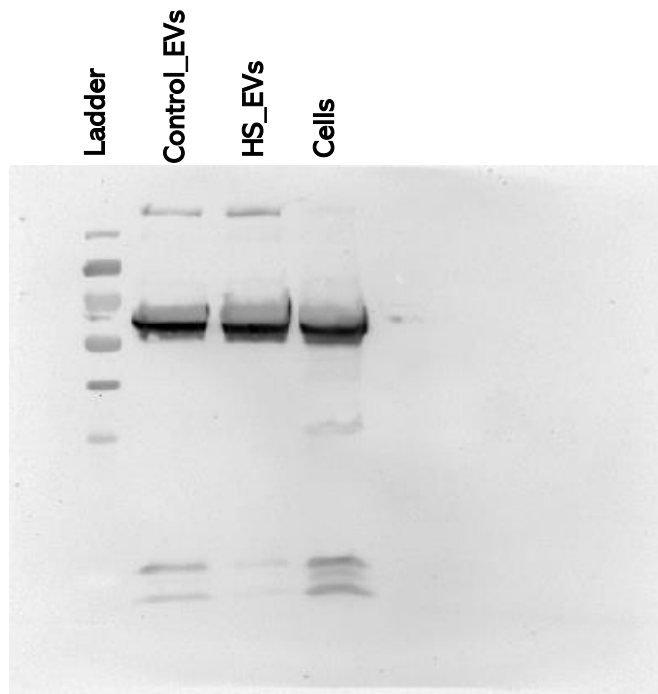

**CD63 (53 kDa)**

**C**

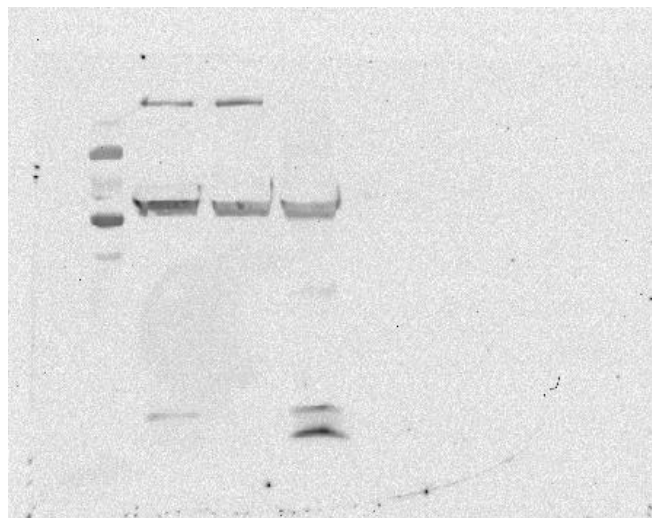

**Cytochrome C (13 kDa)**

D

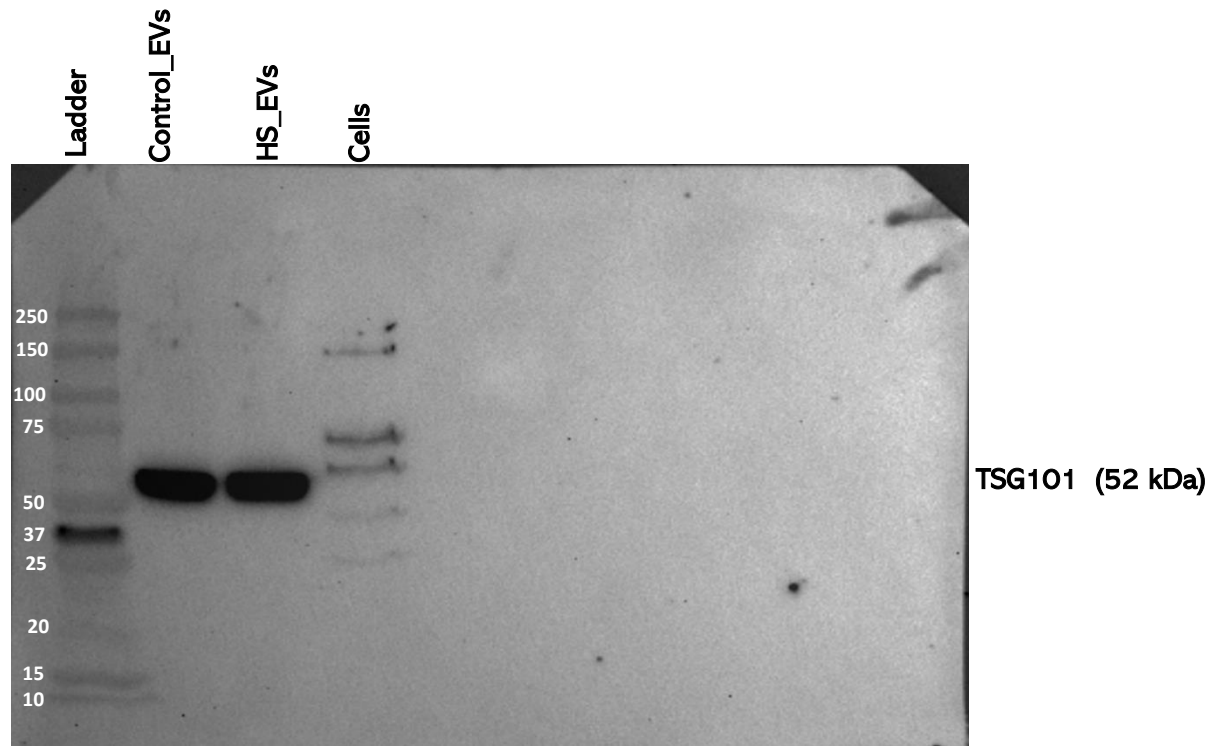

E

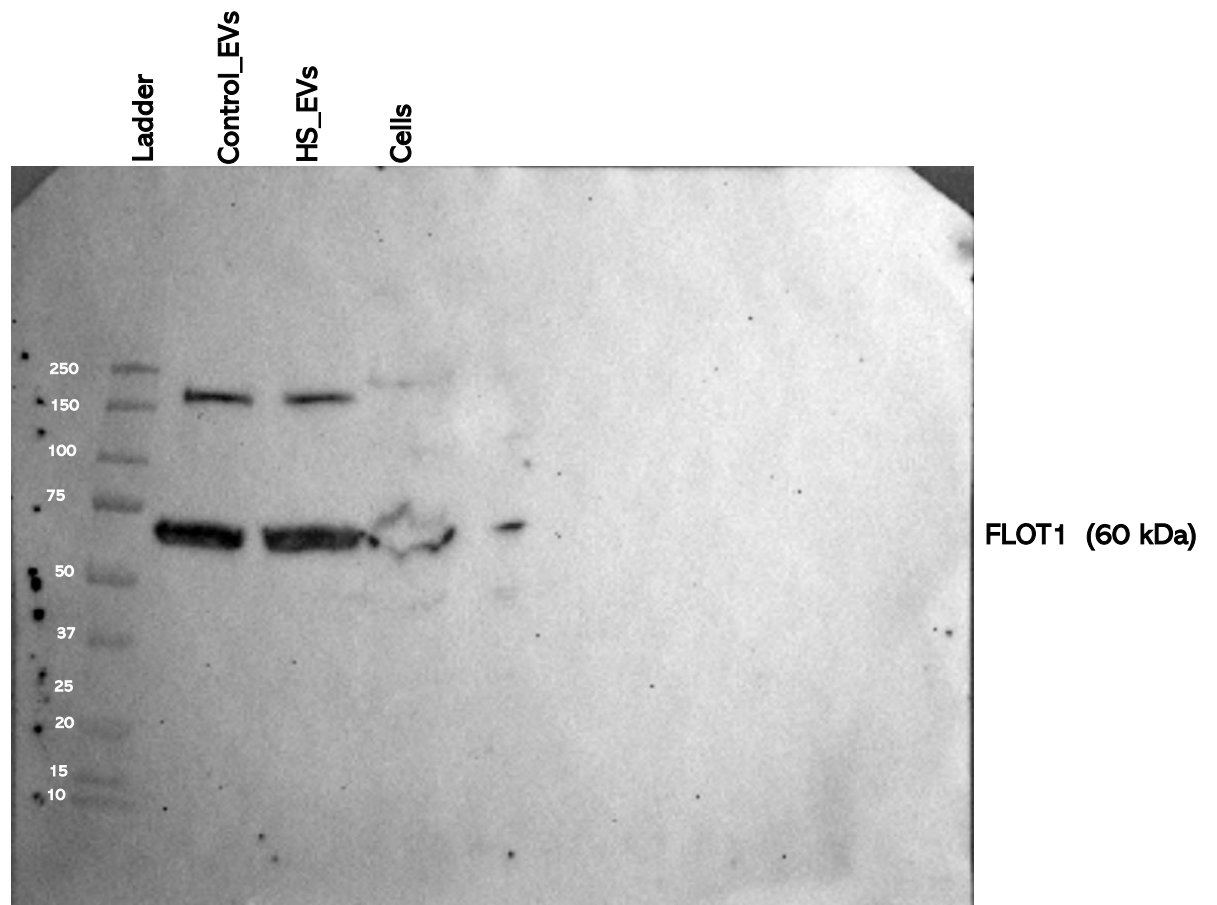

**Supplementary Figure S6: Western blot analysis of EVs positive and negative marker proteins.** (A) Molecular size ladder used with the corresponding sizes. (B) Full blot image of CD63 protein in EVs and cell lysate. (C) Full blot image of Cytochrome C protein in EVs and cell lysate. (D) Full blot image of TSG101 protein in EVs and cell lysate. (E) Full blot image of FLOT1 protein in EVs and cell lysate. The left lane adjacent to the ladder represents the Control\_EVs followed by HS\_EVs and cell lysate.

How the deposited data were processed for this re-analysis (not part of the article)

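Small RNA was sequenced from 6 EV libraries of bovine granulosa cell cultures, 3 from cells kept at 37 °C (control-EVs) and 3 from cells exposed to 42 °C (HS-EVs) for 24 h. Condition and replicate number were taken from the labels deposited with the data and from Table S2. Both groups have replicates numbered 1 to 3. The methods describe plates divided between 37 °C and 42 °C after a common first culture, but they do not link replicate numbers to such cultures. The paper's text does not name a pairing, and the pairing used in the fits with a replicate block rests on these numbers. The granulosa cell libraries were not analysed here.

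The authors trimmed the reads, collapsed reads with the same UMI, mapped them to the bovine genome (Ensembl release 72, UMD 3.1) and to miRBase, and normalized the counts by TMM in edgeR. They deposited one normalized read count per miRNA and library, which is treated here as a signal that is never negative, not as raw counts. Each library lists the same 512 miRNAs, and each miRNA has at least 1 read in at least 1 library. Within a library, every deposited value is a whole multiple of the smallest value above 0 (100% of values, largest distance from a whole number 0.000199). That value was taken as 1 read, which gave 274434 to 2360980 reads per library. If the rarest miRNA of a library had more than 1 read, these totals would be too low by that factor. Because reads had been collapsed by UMI, they stand for captured molecules as far as the collapsing worked, and Wilson intervals (95%) and floors (3 reads) cover counting error only. The factors recovered from the values equal edgeR's TMM factors with control-EVs replicate 1 as the reference library.

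Each miRNA was tested with limma (version 3.58.1, R 4.3.3, lmFit and eBayes with default settings) on log2(normalized count + 1) over all 512 miRNAs, without a filter and without a block, with Benjamini-Hochberg adjustment. The paper's threshold was an adjusted p-value of 0.3 or less with an absolute log2 fold change of 1 or more. A count test, edgeR's quasi-likelihood test, had been fixed as the main test before the data were examined. As the deposited values turned out to be normalized, limma took its place, the quasi-likelihood test on recovered reads became an added alternative, and edgeR (4.0.16) and DESeq2 (1.42.0) were run on the recovered reads as alternatives. limma's default was chosen over its mean-variance trend after the results of both had been seen, and both are reported. The alternatives set before the data were examined were other scalings, tests, filters, the replicate block, the number of tests in the adjustment and leaving out each library. Those chosen later were the pseudocounts 0.5, 5 and 10, limma's trend and robust options, scaling by all reads or by the reads on miRNAs other than bta-miR-1246, edgeR's quasi-likelihood test with the authors' and with edgeR's default TMM reference and with the block, edgeR tests with other dispersion estimates, and leaving out both libraries of replicate 1.

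The tests were tested on simulated data. Counts of the 512 miRNAs were drawn 20 times with means, library sizes and dispersions estimated from the data, with 200 miRNAs changed by 2 on the log2 scale. At an adjusted p-value of 0.3, limma recovered 62.4% of the changed miRNAs with the right sign, and 17.8% of its calls were wrong. An adjusted p-value is easier to reach where many miRNAs change, and sets with only a few changed miRNAs were not simulated. The 62.4% therefore does not tell how often limma would find a few changed miRNAs among 512. In 20 sets without any change, limma made at least 1 call in 6 (30%), limma with a trend in 8, edgeR's quasi-likelihood test in 7, its older version in 14, its likelihood ratio test in 13, its exact test in 10, limma with a robust trend in 14 and DESeq2 in 8. These calls needed the adjusted p-value only, without the fold change limit, and a threshold of 0.3 allows calls in up to 30% of such sets.

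A miRNA was detected in a group at a normalized count of 10 or more in at least 2 of its 3 libraries. PCA used log2 normalized counts with edgeR's prior count of 2, centred. Differences between groups of single values were compared by exact permutation over the 10 divisions of the libraries into 3 and 3, where the smallest p is 0.1. The share of reads on bta-miR-1246 was also compared within same-numbered pairs by exact sign flips, a comparison chosen after the values were seen. The miRNAs named are all 20 of Table S4, bta-miR-361, the 5 most abundant, the serum and blood cell markers, and up to 5 others past the paper's threshold that changed the same way in each same-numbered pair, of which there were none; this rule was fixed before the data were examined. A check for duplicate libraries found counts that differed beyond sampling noise in all 15 pairs of libraries (chi-square per degree of freedom between 20.0 and 137). Gene names and neighbours came from the RefSeq genes of the ARS-UCD2.0 assembly, to which 502 of the 512 miRNA identifiers matched. It differs from the authors' assembly, so that no positions are given.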

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

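The test on scaling was chosen after the result was seen, and the test on serum markers before. bta-miR-122, which the paper does not discuss, took 1.34%, 6.20% and 3.94% of the reads of control-EVs replicates 1 to 3 and 0.141%, 1.77% and 0.827% of those of HS-EVs replicates 1 to 3 (95% Wilson confidence intervals 1.31% to 1.37%, 6.13% to 6.26%, 3.87% to 4.01%, 0.136% to 0.145%, 1.73% to 1.80% and 0.804% to 0.851%). It stands out as a signal in miRNAs outside those the paper discusses, far above the 3 reads that the depth can show. By mean share of reads it ranked 2 among the 512 miRNAs. Within single libraries, where scaling plays no part, its lowest rank was 7, so that scaling does not account for its abundance. The list of serum and blood cell markers written before the data were examined names it as a miRNA of liver found in serum, and the cultures held exosome-depleted fetal bovine serum. RNA from that serum was tested as a candidate source, on the assumption that cells exposed to heat release more vesicles, so that serum markers would make up a smaller part of HS-EVs. The median log2 fold change of the 5 markers was -0.27, at percentile 9.36 among 10000 random lists matched on abundance, above the lowest 5% that the hypothesis required, and 6 of the 10 divisions of the libraries gave a median as far from 0. Of the 4 divisions that part all same-numbered pairs, 1, the real one, did so, and the next reached 0.266. All 5 markers had limma log2 fold changes below 0 (-0.91, -0.73, -0.27, -0.22 and -0.19), the direction that serum would give. Only bta-miR-486 was lower in each same-numbered pair. The mean of bta-miR-451 was slightly higher in HS-EVs (29.9 against 29.3 normalized counts), and bta-miR-144 had 14 reads in control-EVs and 7 in HS-EVs. Both changed sign with some library left out. The median did not reach the limit set for the test, which leaves the source open. The test holds only under that assumption, its percentile was not computed under the alternatives, and expression in the cultured cells was not tested. The log2 fold change of bta-miR-122 itself was -0.91 (standard error 0.49, adjusted p = 0.873 from limma, lower in 2 of 3 pairs; adjusted p from 0.517 to 1 over the alternatives).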

How the results depend on the processing

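Differential expression depended on the test. limma called 0 miRNAs at the paper's threshold, and 25 had an unadjusted p of 0.05 or less. The count was also 0 with DESeq2, total-count scaling (edgeR's quasi-likelihood test or limma), scaling by the reads other than bta-miR-1246, filterByExpr (169 miRNAs), the detection criterion as a filter (204 miRNAs), pseudocounts 5 and 10, the robust trend, adjustment over the 1028 tests that Table S4 implies, and the replicate block. It was 5 with upper-quartile factors, 4 with edgeR's exact test, 6 with its likelihood ratio test, 3 with the quasi-likelihood test in its older, its current and its default-reference form, 2 with that test and a replicate block, 1 at pseudocount 0.5 (bta-miR-323, named after its value was seen), 2 with limma's trend, and 24 by unadjusted p. Adjusted over 1028 tests, with prior degrees of freedom 0, 1, 3 and 10, the likelihood ratio test called 9, 5, 1 and 3 and the exact test 3, 0, 0 and 0. Common dispersion gave 3 and classic tagwise dispersions 0 with either test. Leaving out each library gave 0 to 4. The cause of these differences was not tested.

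At an adjusted p of 0.05 the count was 0 in limma, and 2 with upper-quartile factors, the older, current and default-reference quasi-likelihood tests and the trend, 3 with the exact and likelihood ratio tests, and 0 to 2 with a library left out. At the paper's threshold, bta-miR-2904 and bta-miR-11987 were both called by the quasi-likelihood (all 4 forms with TMM), exact and likelihood ratio tests at edgeR's default dispersions, by upper-quartile factors and by limma's trend; of the searched dispersion settings, prior degrees of freedom 10 in the likelihood ratio test and the common dispersion called both, and the others called neither. The number with an unadjusted p of 0.05 or less and 2-fold change was 24 in limma. It was 7 with DESeq2 and with filterByExpr, 10 with total-count edgeR, and 15 with the exact test and limma's trend. It was 14 with the robust trend, 8 with the detection filter and at pseudocount 5, and 2 at pseudocount 10. The replicate block gave 12 in edgeR but 30 in limma (17 higher and 13 lower in HS-EVs). Scaling by the reads other than bta-miR-1246 gave 26 in limma, and leaving a library out gave 15 to 33.

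limma made 0 calls in each of the 10 divisions of the libraries into 3 and 3; with 0 calls in the real one, 10 of 10 have as many whatever they give, so that this comparison shows nothing. For edgeR's quasi-likelihood test 4 of 10 divisions gave 3 or more calls, up to 20, and 2 of the 4 that part all same-numbered pairs did. For limma's trend 5 of 10 gave 2 or more calls, and for unadjusted p with 2-fold change 7 of 10 gave 24 or more. With 10 divisions no share under 0.1 can be reached.

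The log2 fold change of bta-miR-1246 was above 0 in each of the 26 alternatives run and ran from 0.25 to 2.96. It passed the threshold, at 2.92, with edgeR's exact and likelihood ratio tests (adjusted p = 0.0136 and 0.0110; from 0.0110 to 0.943 over the alternatives). It ran from 0.43 to 2.68 with a library left out and was 1.79 with the replicate block. It was 0.87 without either library of replicate 1. DESeq2 gave no p-value to bta-miR-1246 and bta-miR-2904, so that its count of 0 says nothing on these 2. Scaling by all reads on miRNAs moved the median log2 fold change of all miRNAs to -0.79 in limma (20.9% higher in HS-EVs) and to -0.99 in edgeR (20.1% higher), and upper-quartile factors moved it to -0.22 (39.5% higher), against 0.01 (50.0% higher) on deposited values. Sign changes under these scalings follow largely from that common shift. With all reads in limma, bta-miR-29b reversed to -0.22, bta-miR-23b-3p to -0.34, bta-miR-150 to -0.52, bta-miR-99b to -0.55, bta-miR-155 to -1.35 and bta-miR-21-5p to -1.41; of these, the last 2 fell below the median of -0.79 and the others stayed above it. With total counts in edgeR, bta-miR-155 reversed to -0.53 and bta-miR-21-5p to -0.51, and with upper-quartile factors to -0.054 and -0.12, above the median in each case. With the reads other than bta-miR-1246, bta-let-7a-5p reversed to 0.056. With a library left out, log2 fold changes ran from -0.033 to 0.45 for bta-miR-155, from -0.16 to 0.49 for bta-miR-21-5p, from -0.15 to 0.10 for bta-let-7a-5p, from -0.78 to 0.17 for bta-miR-451 and from -0.75 to 0.50 for bta-miR-144. Of the 686 other values (28 miRNAs), 637 kept their sign and side of the threshold, 27 newly passed it and 22 reversed.

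The marker median, -0.27, stayed below 0 in each of the 25 alternatives run. It was -0.72 with DESeq2, -1.79 with total counts in edgeR, -0.85 with upper-quartile factors, -0.67 with the exact and likelihood ratio tests, -0.64 and -0.67 with the older and current quasi-likelihood tests, -0.68 with the default reference, -0.50 with either filter, -1.69 with all reads in limma, and -0.78 to -0.28 with a library left out.

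Detected miRNAs numbered 163 to 194 in HS-EVs and 164 to 197 in control-EVs under the alternatives set beforehand. They numbered 129 in control-EVs after thinning to equal reads other than bta-miR-1246 with 10 reads asked for, a stricter bar than a normalized count of 10. Leaving out a library gave 168 to 188 and 171 to 194. Those detected only in HS-EVs ran from 2 to 24 with a library left out. Those only in control-EVs were 8 with DESeq2's size factors, 10 with all 3 libraries required, 6 after that thinning and 4 to 28 with a library left out. The 2-component variance was 51.6% at unit variance, 100.0% without log, 53.9% at prior count 0.5, 71.0% over detected miRNAs, 58.7% without Table S4's miRNAs and 66.2% to 72.4% with a library left out. The share between groups was 17.0% without Table S4's miRNAs and 20.3% to 32.2% with a library left out. Depth limits the miRNAs with few reads: in HS-EVs replicate 1, only 34141 reads lie outside bta-miR-1246.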

Differences from the paper's values

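The paper's results text reports 5 miRNAs differentially expressed between HS-EVs and control-EVs, and this number is compared here. The abstract gives 6. limma on the deposited values called 0. Of the alternatives set before the data were examined, edgeR's exact test (4 calls), its likelihood ratio test (6 calls), upper-quartile factors (5 calls) and leaving out control-EVs replicate 2 (4 calls, 0 of them among the paper's 5) came within 1.5 times the paper's number; the others did not. The exact and likelihood ratio tests called 4 of the paper's 5 miRNAs (not bta-miR-374b), the older quasi-likelihood test called 3 (bta-miR-2904, bta-miR-11987 and bta-miR-374a), and upper-quartile factors called 2 (bta-miR-2904 and bta-miR-11987). An unadjusted p of 0.05 or less was met by 4 of them (not bta-miR-1246). Adjusted over these 5 miRNAs alone, or over the 20 of Table S4 alone, both chosen after seeing the values, limma's p-values of all 5 were 0.3 or less; these sets were picked by the paper for their change, so that this is no test of it. Among alternatives chosen after seeing the values, the quasi-likelihood test with the authors' or with edgeR's default TMM reference called the same 3 as its older version, and with a replicate block or with limma's trend 2 (bta-miR-2904 and bta-miR-11987). bta-miR-374b and bta-miR-374a were called by the likelihood ratio test with prior degrees of freedom 0 and 1. With 3, that test called bta-miR-374a, and with 10 it called bta-miR-2904, bta-miR-11987 and bta-miR-374a. The exact test called bta-miR-374a with prior degrees of freedom 0, and bta-miR-2904, bta-miR-1246 and bta-miR-11987 with a common dispersion. In Table S4 itself, 3 of the 20 miRNAs have an adjusted p-value of 0.3 or less, and for bta-miR-11987 and bta-miR-374b the paper's value is 0.319.

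For bta-miR-1246 the paper's log2 fold change is 2.87, and limma's was 1.79. These are unlike measures: limma's is a difference between means of logs, while edgeR's is close to the log of a ratio of group means. On the same reads and TMM factors, edgeR's tests without a block gave 2.92, so the gap goes with the measure and not with the deposited values. Of the alternatives set before the data were examined, DESeq2 (2.96), upper-quartile factors (2.83), the exact, likelihood ratio and older quasi-likelihood tests (2.92), and leaving out control-EVs replicate 1 (2.22), HS-EVs replicate 2 (2.68) or HS-EVs replicate 3 (2.25) came within the error of 1.02; total-count scaling, both filters, the replicate block and leaving out the other libraries did not. Of the alternatives chosen after seeing the values, the quasi-likelihood test with edgeR's default TMM reference (2.87) and with the authors' reference (2.92) and limma on reads scaled by the reads other than bta-miR-1246 (1.89) also came within that error. For 14 of the 15 miRNAs of Table S4 that could be compared by log2 fold change, the difference from the paper was within 1 standard error. The other 5 had at most 3 reads in each control-EVs library.

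The paper's Table S2 gives 161409 and 153172 reads mapped to annotated miRNAs for control-EVs replicates 1 and 3 and 431671, 219604 and 166414 for HS-EVs replicates 1 to 3. The reads recovered from the deposited values number 498383 and 274434, and 2360980, 506670 and 558066. For control-EVs replicate 2 they number 587850 against the paper's 416307. None of the alternatives set before the data were examined changes these totals.

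The paper describes a clear separation of HS-EVs and control-EVs by PCA. Here, 5 of the 10 divisions of the libraries gave as large a share of variance between groups as the real one. That share covers all components and is another measure than a view of the first components. On the first and second component, control-EVs replicate 1 lay within the range of the HS-EVs libraries, and control-EVs replicates 2 and 3 lay below it.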

Other observations

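The tests on chance divisions, on the shared host transcript and on serum markers were chosen before their results were seen, and all others after.

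A single library may account for much of the size of the rise of bta-miR-1246 in HS-EVs, but not for its direction in the other 2 same-numbered pairs. Without HS-EVs replicate 1 its log2 fold change was 0.43, and 0.87 without control-EVs replicate 1 as well, both below a 2-fold change, and 1 of the 3 HS-EVs libraries lay above the highest control-EVs library, so that a 2-fold effect of heat in every culture was not seen, although the HS-EVs library was higher in each of the 3 same-numbered pairs. Scaled by the reads on other miRNAs in place of TMM, the log2 fold change was 1.89, but the library sizes that TMM gives are nearly proportional to those reads (ratios from 6.09 to 7.36), so that this test could hardly have come out otherwise. Scaled by all reads it was 0.25, but a miRNA with most of the reads cannot rise above 0.48 on that scale, and that test could not have come out otherwise. The share of reads on bta-miR-1246 was higher in HS-EVs by 13.9, 15.7 and 11.3 percentage points in the 3 same-numbered pairs. The size of the rise on normalized counts cannot be told apart from a difference of that single library or from the scaling.

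Without HS-EVs replicate 1, bta-miR-2904 had a log2 fold change of 1.67 and bta-miR-11987 of 1.04 (unadjusted p = 0.244 and 0.108, both 0.784 adjusted). For bta-miR-2904, the 2 HS-EVs libraries left (31.9 and 50.5 normalized counts) lie below the highest control-EVs library (53.2), and control-EVs replicate 2 had 2 reads. For bta-miR-11987, 1 of the 2 left (66.0 and 99.4) lies above the highest control-EVs library (69.8). Without control-EVs replicate 1 as well, the log2 fold changes were 2.70 (unadjusted p = 0.110, adjusted 0.513) and 1.45 (0.0220 and 0.331). With all libraries limma gave log2 fold changes of 3.63 and 2.00, both with an adjusted p of 0.873 and higher in 3 of 3 pairs (adjusted p over the alternatives from 6.6e-25 to 0.908 and from 6.6e-07 to 0.995). The unadjusted p-values were 0.0435 and 0.0313, and 0.00256 and 0.00701 with the replicate number as a block (0.505 and 0.588 adjusted). Across the 6 libraries, bta-miR-2904 followed bta-miR-1246 (Pearson's r = 0.97, permutation p = 0.0014, adjusted 0.0035 over 5 relations computed; Spearman's rho = 1.00, permutation p = 0.0028, adjusted 0.0069; all exact). Without the 2 libraries farthest from the median of bta-miR-1246, r was 0.89. On reads scaled by all reads r was 0.97 and fell to 0.71 without the 2 farthest libraries, so that there the relation rests partly on those libraries. bta-miR-11987 had r = 0.98 on deposited values (rho = 0.94) and 0.16 when scaled by all reads (rho = 0.43). That scaling lowers other miRNAs where bta-miR-1246 takes more of the reads. The low r therefore cannot decide whether the relation of bta-miR-11987 to bta-miR-1246 holds. With 3 libraries per group the relations could not be tested within groups. A candidate explanation for the first pair is one source of both RNAs that varies between libraries; the test could not separate it from heat.

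bta-miR-374a, bta-miR-374b and bta-miR-545-5p of Table S4 lie within one annotated non-coding RNA gene, LOC104970537, in ARS-UCD2.0, which raised the hypothesis that a shared host transcript rose. The 1 other mature miRNA of the files within it, bta-miR-421, had 56.9, 87.2 and 61.3 normalized counts in control-EVs and 57.5, 74.8 and 58.7 in HS-EVs, a log2 fold change of -0.09 (-1.55 scaled by all reads and 0.02 by the reads other than bta-miR-1246). It did not rise in HS-EVs (0 of 1 miRNAs rose without overlap), so that a shared rise of the host transcript was not seen.

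The number of miRNAs with at least 1 read followed the reads on miRNAs other than bta-miR-1246 (log2; Pearson's r = 0.96, Spearman's rho = 1.00, exact permutation p = 0.0014 and 0.0028 over 6 libraries, adjusted 0.0035 and 0.0069), and r was 0.97 without the 2 libraries farthest from the median. More reads on these miRNAs tend to show more of them in any library, so this relation could hardly have come out otherwise. It does not weigh depth against the group. The groups differed little in this number, with a mean of 354 in control-EVs and 345 in HS-EVs (exact permutation test, two-sided, p = 0.8). Relative to the reads that the paper's Table S2 gives, the reads on other miRNAs were 0.475, 0.566 and 0.480 in control-EVs and 0.0791, 0.562 and 0.521 in HS-EVs replicates 1 to 3.

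bta-miR-361, the reference miRNA of the paper's ddPCR, had an SD of 0.38 on the log2 scale over the 6 libraries, rank 53 from the most stable of 204 detected miRNAs, whose median SD was 0.53. Its log2 fold change was -0.44 (standard error 0.45, adjusted p = 0.873 from limma, lower in 3 of 3 pairs; adjusted p from 0.671 to 1 over the alternatives). After bta-miR-1246 (79.4% of reads on average) and bta-miR-122 (2.37%), the most abundant miRNAs were bta-miR-155 (1.64%), bta-miR-21-5p (1.61%) and bta-let-7a-5p (1.31%).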
